# Chronic Chemogenetic Activation of the Superior Colliculus in Glaucomatous Mice: Local and Retrograde Molecular Signature

**DOI:** 10.3390/cells11111784

**Published:** 2022-05-29

**Authors:** Marie Claes, Emiel Geeraerts, Stéphane Plaisance, Stephanie Mentens, Chris Van den Haute, Lies De Groef, Lut Arckens, Lieve Moons

**Keywords:** chemogenetics, DREADDs, glaucoma, retinal ganglion cells, superior colliculus, postsynaptic target area, neuroprotection, RNA sequencing, FACS, neuromodulation

## Abstract

One important facet of glaucoma pathophysiology is axonal damage, which ultimately disrupts the connection between the retina and its postsynaptic brain targets. The concurrent loss of retrograde support interferes with the functionality and survival of the retinal ganglion cells (RGCs). Previous research has shown that stimulation of neuronal activity in a primary retinal target area—i.e., the superior colliculus—promotes RGC survival in an acute mouse model of glaucoma. To build further on this observation, we applied repeated chemogenetics in the superior colliculus of a more chronic murine glaucoma model—i.e., the microbead occlusion model—and performed bulk RNA sequencing on collicular lysates and isolated RGCs. Our study revealed that chronic target stimulation upon glaucomatous injury phenocopies the a priori expected molecular response: growth factors were pinpointed as essential transcriptional regulators both in the locally stimulated tissue and in distant, unstimulated RGCs. Strikingly, and although the RGC transcriptome revealed a partial reversal of the glaucomatous signature and an enrichment of pro-survival signaling pathways, functional rescue of injured RGCs was not achieved. By postulating various explanations for the lack of RGC neuroprotection, we aim to warrant researchers and drug developers for the complexity of chronic neuromodulation and growth factor signaling.

## 1. Introduction

Within the retinofugal system, the axons of the retinal ganglion cells (RGCs) bundle together in the optic nerve, physically connecting the eye to the brain. Disruption of this linkage, as observed in optic neuropathies such as glaucoma, disconnect the RGCs from their target neurons. Not only in the visual system, but throughout the entire central nervous system, target areas are involved in safeguarding the homeostasis of innervating neurons via the production and release of growth factors [1]. In glaucoma, the so-called “neurotrophic factor deprivation theory” builds on this principle. This theory postulates that hindered retrograde axonal transport—as observed in the pathophysiology of glaucoma—causes a deficiency of target-derived neurotrophic factors in the retina, thereby rendering the RGCs prone for degeneration [2,3,4,5,6]. The precise content of the brain-to-eye axonal cargo is largely unidentified, though it is assumed that members of the neurotrophic factor family are part of it, including brain derived neurotrophic factor (BDNF) and nerve growth factor (NGF). Of note, there is also a local, retinal supply of neurotrophic factors, yet downstream intracellular signaling upon local or target-derived neurotrophic factor presentation is shown to differ. For example, local and target-derived BDNF has opposing effects on RGC dendritic arborization during development in tadpoles [7] and on extracellular signal-regulated kinase (ERK) signaling in adult rat RGCs [8]. Although much remains to be discovered regarding the differences between local and target-derived trophic support, these observations could indicate that RGCs require both supporting systems to preserve their full functionality. The current hypothesis is that target-derived factors must assist local neurotrophic support for sustained RGCs survival [9]. Indeed, in comparison to BDNF supplementation to the eye, applying BDNF to both the eye and brain enhanced and prolonged RGC survival in cats subjected to optic nerve injury [10].

Given the established link between neuronal activation and the release/transport of neurotrophic factors [11,12,13], we previously studied the effect of repeated optogenetic stimulation of postsynaptic target neurons in an acute glaucoma model. RGC neuroprotection was achieved by solely interfering with neuronal activity in one of the primary murine retinal target areas, i.e., the superior colliculus [14]. To increase the translational value of our findings, we aimed to validate our results in a more chronic experimental toolbox: optogenetics was replaced by chemogenetics and the acute and rather drastic glaucoma model by a chronic and milder one. Next, to further unfold how chemogenetic activation of postsynaptic target neurons impacts RGC survival in the glaucomatous retina, bulk RNA sequencing was used to explore the underlying transcriptional programs. The molecular responses of the superior colliculus cells to repeated collicular neuronal stimulation, as well of the unstimulated RGCs, were mapped to gain new insights into how retinal neurons rely on their target connections when embedded in an impaired circuitry (Figure 1).

In this study, the leading chemogenetic platform—i.e., Designer Receptors Exclusively Activated by Designer Drugs (DREADD) —was used [15,16]. Over the past years, DREADDs have quickly gained popularity as a plug-and-play tool in diverse research studies, especially in the field of chronic neuromodulation. Unfortunately, despite its rapid implementation, the fundamental understanding of the molecular mechanisms underlying chronic DREADD activation is still limited [17]. As such, our transcriptomic study provides one of the first reports about the molecular signature of chronic DREADD activation in rodents and could be of great interest to scientists implementing the DREADD toolbox into their research, and to the chemogenetic field in general.

## 2. Materials and Methods

### 2.1. Experimental Animals

Experiments started when mice reached the age of five weeks. Mice of either sex (2–4 animals/cage) were randomly assigned to each experimental group. All animals were bred in-house under standard laboratory conditions (14 h/10 h light/dark cycle with ad libitum access to food and water). All experimental procedures were approved by the Institutional Ethical Committee of KU Leuven (P007/2018).

To optimize the DREADD toolbox (Section 2.3), a cohort of 55 C57BL/6J mice (https://www.jax.org/strain/000664, accessed on 23 May 2022) was used (*n* = 4–6 per experimental group). For the bulk RNA study, Vglut2-ires-Cre × Thy1-STOP-YFP mice were used (*n* = 10–12 per experimental group). Vglut2-ires-Cre (https://www.jax.org/strain/016963, last accessed on 23 May 2022) and Thy1-STOP-YFP (https://www.jax.org/strain/005630, last accessed on 23 May 2022) mice were crossed to render a transgenic line that uniquely labels retinal ganglion cells (RGCs), all as described by Tran et al. [18]. Retinas of C57BL/6J and Thy1-YFP-16 (https://www.jax.org/strain/003709, last accessed on 23 May 2022) mice were employed as negative and single-color controls, respectively, for fluorescence-activated cell sorting (FACS). The in vivo measurements—i.e., intraocular pressure (IOP), anterior chamber depth or positive scotopic threshold recordings (pSTR)—were performed on the cohort of mice from the bulk RNA sequencing study and an additional cohort of Vglut2-ires-Cre × Thy1-STOP-YFP mice, rendering a sample size of 20–24 mice per experimental group.

### 2.2. Stereotactic Viral Vector Injections

Viral vectors were produced and purified by the Leuven Viral Vector Core (https://gbiomed.kuleuven.be/english/corefacilities/LVVC/, accessed on 23 May 2022), as previously described [19,20]. Briefly, AAV2/7 viral vectors encoding an hM3D(Gq)-mCherry construct or mCherry transgene—referred to as “DREADD” or “null” vectors, respectively—under the control of a CaMKIIα promoter were produced. The hM3D(Gq) sequence was based on the one published by the Roth lab, available via https://www.addgene.org/44361/ (accessed on 23 May 2022) [21]. Both vectors were used at a dilution of 1:8 in phosphate-buffered saline (PBS), with final titers of 7.91 × 10^11^ and 2.60 × 10^12^ genomic copies/mL for the DREADD and null vector, respectively, as determined via real time qPCR.

Stereotactic viral vector injections in the superior colliculus were performed as previously described [14], with minor adaptations. Briefly, 5-week-old mice were administered general and local anesthetics 15 min before surgery. General anesthesia was induced via an intraperitoneal (i.p.). injection of medetomidine and ketamine (1 mg/kg bodyweight, Domitor, Pfizer, New York City, NY, USA and 75 mg/kg, Anesketin, Eurovet, Bladel, The Netherlands), whereas local anesthesia was administered subcutaneously (s.c.) at the injection site (5 mg/kg bupivacaine, Marcaine, Aspen, Gorinchem, The Netherlands). To avoid corneal dehydration during surgery, ophthalmologic ointment (DuraTears, Alcon, Fort Worth, TX, USA) was applied on both eyes. A Burr hole was drilled above the left superior colliculus (−0.5 to −0.7 mm relative to the Lambda coordinate). A total volume of 200 nl DREADD or null vector was injected (4 injections of 50 nl over a span of 2 min) at a depth of −1.3 mm relative to the pia mater, via a pulled-glass capillary (30 µm tip diameter) attached to a nanoliter injection (Nanoject II microinjector, Drummond Scientific, Broomall, PA, USA). After surgery, general anesthesia was reversed with 1 mg/kg atimapezol (Antisedan, Pfizer). Before surgery and twice daily for 48 h postoperative, mice received s.c. injections of the analgesic buprenorphine (1 mg/kg, Vetergesic, Ceva, Libourne, France) for pain relief. Two weeks after viral vector injections, mice were weighed and injected intraperitoneally with clozapine-N-oxide (3 mg/kg in 0.9% NaCl, CNO, Tocris, Bristol, UK) for five consecutive weeks. CNO injections were administered three times per week—Monday, Wednesday and Friday morning between 9 and 11 AM—starting one day before glaucoma induction (Cfr. Figure 2). The last CNO injection was given 2 h before euthanasia. To account for any off-target effects of CNO or clozapine, all mice received CNO injections, regardless of the experimental group [17].

### 2.3. DREADD Optimization

#### 2.3.1. Exclusion of Viral Vector Transport to the Retina

To exclude retinal transduction, the DREADD viral vector was injected in the superior colliculus at different dilutions (1:2, 1:4 and 1:8 in PBS). Two weeks after stereotactic injection, mice were euthanized with an overdose of sodium pentobarbital (60 mg/kg, Dolethal, Vetoquinol, Aartselaar, Belgium) and transcardially perfused with 0.9% saline and 4% paraformaldehyde (PFA) in PBS. Retinas were dissected, flatmounted, and double stained with anti-Brn3a (1:750, Santa-Cruz Biotechnologies, Dallas, TX, USA) and anti-RFP (1:5000, Rockland, Philadelphia, PA, USA), as previously described [14].

#### 2.3.2. Neuronal Activation and Receptor Desensitization upon Chronic DREADD Activation

To study neuronal activation upon chronic DREADD stimulation, mice were injected intraperitoneally with saline (“acute” group) or CNO (1 or 3 mg/kg, “chronic” group) for 3 consecutive weeks, two weeks after stereotactic injection of the DREADD or null vector. Mice were dark adapted the night before the final CNO injection. Two hours post injection, mice were euthanized in the dark and perfused brains were dissected, post-fixed overnight in 4% PFA and embedded in 4% agarose (Ultrapure Agarose, Invitrogen, Waltham, MA, USA in PBS) and 50 µm-thick coronal vibratome (Microm HM 650 V, Thermo Fisher Scientific, Waltham, MA, USA) sections were cut at the level of the superior colliculus (from Bregma −4.90 to −2.80 mm). A series of 8 slices, 300 µm spaced, ranging from the caudal to the rostral part of the superior colliculus, was stained with anti-RFP (1:2000, Chromotek, Planegg, Germany) and 4′,6′-diamidino-2-phenylindole (DAPI, 1:1000, Sigma-Aldrich, Saint Louis, MO, USA) to study viral vector transduction. Sections located around Bregma −3.80 mm were double stained for c-Fos (1:40,000, in-house produced c-Fos antibody [22]). Thereto, free-floating sections were permeabilized, submerged in a solution of 1% hydrogen peroxide (Chem-lab, Zedelgem, Belgium), rinsed three times and incubated overnight with rat anti-RFP and rabbit anti-c-Fos, diluted in PBS + 0.3% Triton X-100 (Thermo Fisher Scientific). After rinsing (3× with PBS + 0.3% Triton X-100) sections were incubated with biotinylated donkey anti-rabbit (1:300, Jackson ImmunoResearch, West Grove, PA, USA) and donkey anti-rat Alexa 594 (1:200,Invitrogen) in Tris-NaCl-blocking (TNB) buffer for 45 min. After rinsing, signal amplification steps were applied using the TSA FITC kit (PerkinElmer, Waltham, MA, USA), according to the manufacturer’s instructions. After washing in PBS (3×), sections were submerged in DAPI for nuclear counterstaining (30 min) and mounted on gelatin coated glass slides with the anti-fading medium Mowiol (10%, Sigma-Aldrich). Mosaic pictures were acquired with a wide-field epifluorescence microscope (Leica DM6, Wetzlar, Germany) using a 10× objective. C-Fos expression was quantified using an in-house Fiji script (ImageJ, v1.53o, Bethesda, MD, USA) [23]. Briefly, the transduced area (RFP^+^) was manually outlined and the c-Fos-immunopositive (c-Fos^+^) nuclei were counted within the RFP^+^ area, using the auto threshold Otsu and the Analyze Particles tool.

### 2.4. Experimental Glaucoma Model and In Vivo Read-outs to Probe Glaucoma Induction and Neuroprotection

The microbead occlusion model was used as experimental glaucoma model and induced as previously described [24]. Briefly, magnetic microbeads were injected in the anterior chamber of the dilated (Mydriacyl, Novartis Pharma, Basel, Switzerland) right eye under general anesthesia (4% isoflurane for induction, 1.5% isoflurane for maintenance in 96% O2, Iso-Vet 1000 mg/g, Dechra, Northwich, UK). The microbeads were manually re-positioned towards the iridocorneal angle via a handheld magnet. Sham control mice received an intracameral injection with an equivalent volume of vehicle (balanced salt solution, BSS, Alcon). Animals were euthanized at five weeks post injury.

The IOP was assessed by the same experienced operator in awake mice with a calibrated rebound tonometer (Tono-lab, iCare, Vantaa, Finland). The IOP was measured weekly between 9 and 11 A.M.: at −1 and 1 week post injury for habituation and at 2, 3 and 4 weeks post injury as read-out. Given the intra- and inter-animal variability of this read-out, a cumulative IOP was calculated and defined as the area under the curve of IOP over this three-week timeframe. Optical coherence tomography (OCT, Envisu R2210, Bioptigen, Morrisville, NC, USA) and electroretinography (Celeris, Diagnosys, Lowell, MA, USA) protocols were performed one day (non-CNO administration day) before euthanasia under general anesthesia with a ketamine/medetomidine mixture (Cfr. Section 2.2). Mice were dark adapted overnight, after which the eyes were dilated (0.5% tropicamide, Tropicol, Théa, Wetteren, Belgium and 15% phenylephrine hydrochloride, Phenylephrine, Théa) and pSTR responses were recorded (50 white light flashes, 0.0001 cd·s/m²). Immediately after the pSTR protocol, the anterior segment of the eye was imaged via OCT to analyze the anterior chamber depth. Anterior chamber depth and pSTR amplitudes/latencies were calculated as previously described [24]. The pupil diameter was measured on the OCT images, and mice without proper pupil dilation (< 1 mm diameter, 11 out of 89 mice) were excluded from the pSTR results. For the bulk RNA sequencing study, all mice were included, even those showing a minor IOP elevation or anterior chamber depth increase.

### 2.5. Bulk RNA Sequencing on Sorted RGCs and Collicular Lysates

Vglut2-ires-Cre × Thy1-STOP-YFP were sacrificed by cervical dislocation 2 h after the last CNO injection, after which the eyes and brains were harvested via fast dissection. The superior colliculus was dissected on ice with a prechilled scalpel, whereafter the tissues were snap frozen in liquid nitrogen and stored at −80 °C until RNA isolation. After enucleation, the retinas were dissected in preheated (37 °C) Ames’ medium (Sigma-Aldrich) supplemented with 2% heat inactivated fetal bovine serum (FBS, Gibco, Waltham, MA, USA). Retinal dissociation into a single-cell suspension was based on the protocols described by Park et al. [25] and Tran et al. [18] and performed in a biosafety cabinet. All solutions were HEPES buffered (25 mM, pH 7.4, Invitrogen). The retinas were enzymatically dissociated in papain (10 U/mL, Worthington, Columbus, OH, USA) for 30 min at 37 °C, followed by inactivation with ovomucoid (0,3% and 0,5% in bovine serum albumin, Worthington). After papain incubation, samples were kept at 4 °C and retinas were dissociated by gentle trituration in Ames’ medium supplemented with 1 mM EDTA (Acros Organics, Geel, Belgium), 2% FBS and DNAse (100 U/mL, Worthington). Next, cells were filtered through a 35 µm cell strainer (Falcon®, Corning Life Science, Corning, NY, USA) and incubated with the live-dead marker 7-AAD (BD Pharmingen, San Diego, CA, USA) for 10 min. Fluorescence-activated cell sorting (FACS, Sony SH8000, Tokyo, Japan, 100 µm nozzle size, semi-purity sort mode, sample pressure 6) was used to isolate living RGCs (defined as 7-AAD^−^/YFP^+^ cells). RGCs were sorted in low adhesion Eppendorf tubes containing RNA lysis buffer (Zymo Research, Irvine, CA, USA) with RNAse inhibitor (80 U/mL, Invitrogen) and stored at −80 °C until RNA isolation. Voltages and gates were set using wild-type C57BL/6J (negative control and single-color control for 7-AAD) and Thy1-YFP-16 (single-color control for YFP) mice. On average ± 25K living RGCs were sorted per retina (±70% sort efficiency).

### 2.6. RNA Sequencing

RNA was extracted using the DirectZol (Zymo Research, Irvine, CA, USA) for RGC samples and using TRI reagent (Life Technologies, Carlsbad, CA, USA) and the RNeasy Micro kit (Qiagen, Hilden, Germany) for collicular samples, according to the manufacturer’s instructions. RNA quality was assessed using a Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and only samples with RNA integrity number (RIN) higher than 8 were included in the study. Samples were submitted to the KU Leuven Genomics core for bulk RNA sequencing (https://www.genomicscore.be/, last accessed on 23 May 2022). Per experimental group, 10–11 biological replicates were used and one sample equaled RGCs isolated from one retina or a lysate from one superior colliculus. Libraries were prepared using the Smart-Seq2 (RGC samples, Nextera XT DNA, Illumina, San Diego, CA, USA) or the QuantSeq 3’ mRNA (collicular samples, Lexogen, Vienna, Austria) protocols and sequenced on an Illumina HiSeq 4000 device (Illumina) to produce 50 bp single-end reads, obtaining an average of 16.9 (RGC samples) and 6.6 (collicular samples) million reads per sample, before alignment. Quality control of raw reads was performed with FastQC v0.11.7. [26] and adapters were filtered with ea-utils fastq-mcf v1.05 [27]. Splice-aware alignment was performed with HiSat2 against the Mus musculus reference genome mm10, using the default parameters. Reads mapping to multiple loci in the reference genome were discarded. Resulting BAM alignment files were handled with Samtools v1.5. [28]. Quantification of reads per gene was accomplished with HT-seq Count v2.7.14. [29,30]. Differential gene expression analysis was performed with the R/Bioconductor EdgeR package (v3.14.) [31,32] in R studio (v2021.09.1, build 372). Non-expressed genes were filtered out by requiring that more than 5 reads should have been detected in at least 2 samples.

Gene expression analysis, based on the log fold change expression, was performed with Ingenuity Pathway Analysis (IPA, Qiagen, v70750971, build ing_flintstone) [33]. The IPA input list was extracted from R without any prior cut-offs, thus including all fold-change and false discovery rate (FDR) metrics, and can be found in Supplementary File S1. The FDR cut-off of the IPA analysis was set at ≤ 0.1, whereas built-in scoring algorithms of IPA were used to rank the results of the different IPA analyses. Differentially expressed genes (DEGs) were identified using following criteria: FDR ≤ 0.1 and |log fold change| ≥ 1.3 for the RGC samples and ≥0.5 for the collicular samples. To unravel the biological mechanisms underlying our gene expression data, altered signaling pathways were pinpointed via IPA Canonical Pathway analysis (FDR ≤ 0.1, −log(*p*-value) ≥ 1.3). Overarching categories that were studied included Apoptosis; Cell Cycle Regulation; Cellular Growth; Proliferation and Development; Cellular Immune Response; Cellular Stress and Injury; Cytokine Signaling; Growth Factor Signaling; Intracellular and Second Messenger Signaling; Neurotransmitters and Other Nervous System Signaling; Organismal Growth and Development; and Transcriptional Regulation. Pathway activation or inhibition was either predicted based on the built-in z-score of IPA or via studying the visual diagram of the pathway in IPA. This diagram maps the structure of the pathway and overlays the data molecules, including information regarding the role of the affected molecules—i.e., activator or inhibitor—together with the predicted state—i.e., up- or downregulated—and the final direction of the interaction—i.e., activating or inhibiting the pathway. This way, an estimation was made on overall pathway activation or inhibition, termed “user-defined”. Next, upstream transcriptional regulators that are most likely responsible for the observed gene expression changes in our datasets were assessed via the “Regulator Analysis” function in IPA. Upstream regulators can include cytokines, enzymes, growth factors, ion channels, kinases, microRNAs, molecular groups, peptidases, phosphatases, receptors, transcription/translation/transmembrane regulators, and transporters. Of note, these upstream regulators can be DEGs, albeit this is not a prerequisite to be predicted as upstream regulator. Lists with the IPA results of the most important comparisons of this study—i.e., “OHT” vs. “SHAM” in the RGCs and “OHT + DREADD” vs. “OHT” in the RGCs and colliculus—are listed in Supplementary Files S2–S4, which include the DEGs, Canonical Pathway - and Upstream Regulator analyses of each comparison.

### 2.7. Statistics

Graphs and statistical tests (except for the IPA analysis) were extracted from Prism (GraphPad, San Diego, CA, USA, v9.3.1). Details of the statistical tests are mentioned in the figure legends. Effect sizes (Hedges’ g) were calculated with DABEST [34]. Statistical significance was set as *p* ≤ 0.05 for all analyses and data are presented as mean ± SEM.

## 3. Results

We previously showed that repeated optogenetic stimulation of the superior colliculus was able to promote RGC survival in a murine glaucoma model [14]. To increase translation value, we aimed to verify whether a more chronic approach could also protect the RGCs from ocular hypertension (OHT). Hence, optogenetics was replaced by the chemogenetic DREADD toolbox and the mild microbead occlusion model was employed. To shine light on the molecular mechanisms behind chronic DREADD neuromodulation in the superior colliculus and on the extent to which this strategy might be powerful in relation to boosting the natural mechanisms of neuroprotection upon glaucomatous injury, sorted RGCs and collicular lysates were subjected to bulk RNA sequencing. An overview of the experimental design in shown in Figure 2. Briefly, a glaucomatous-like pathology was experimentally induced via microbead occlusion of the anterior chamber. Chronically enhanced neuronal activity in the superior colliculus was achieved via vector-mediated DREADD (hM3D(Gq)) delivery and repeated CNO injections, that started one day before glaucoma induction until five weeks later. Control groups included mice injected with null vector and/or sterile saline instead of magnetic microbeads. As such, four experimental groups were included in this study, assigned as “SHAM”, “OHT”, “SHAM + DREADD” and “OHT + DREADD” (Figure 2). Glaucomatous induction and progression were assessed via different in vivo readouts, including IOP, anterior chamber depth and pSTR measurements.

We aimed to uncover the molecular signature of (1) glaucomatous RGCs, of (2) collicular cells upon chronic collicular stimulation in a glaucoma model, and of (3) glaucomatous RGCs upon chronic collicular stimulation (Figure 3). 

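The RGC samples came from 10 “SHAM”, 11 “OHT”, 10 “SHAM + DREADD” and 10 “OHT + DREADD” retinas, 1 retina per sample, taken 5 weeks after the induction of OHT and 2 h after the last dose of CNO, the drug that activates the DREADD receptor. The cells were sorted as living, YFP-positive cells, and their RNA was amplified with Smart-Seq2, which copies whole polyadenylated transcripts from small amounts of RNA. The libraries were read as single-end reads of 50 bases. The authors aligned them to the mouse genome mm10, discarded reads with several alignments and deposited a raw count of reads per gene and sample. Total counts per library ranged from 3534776 to 6889040 (median 4615985.5) in “SHAM”, 3536022 to 6873173 (median 5176392) in “OHT”, 4096208 to 5867410 (median 5165745.5) in “SHAM + DREADD” and 4311984 to 5922910 (median 5082811.5) in “OHT + DREADD”. The paper states 16.9 M reads per RGC sample, and the values given here use the counts in genes, 5.02 M on average. Each comparison of a pair of groups was fitted alone in edgeR, over the genes with more than 5 reads in at least 2 of its samples, with TMM normalization, trended dispersions and the quasi-likelihood test, and DEGs passed an adjusted p of 0.1 and a log2 fold change of 1.3 in size. The choice of test and of the filter on low counts changed the number of DEGs. Levels are given as CPM, counts scaled to a common library size, and 28 gene lists were fixed before the data were examined.
Besides the RNA of RGCs, the sorted samples held that of other retinal cells. Markers of RGCs summed to 1350 ± 424 CPM (SD, n = 10) in “SHAM” and 1550 ± 533 CPM (SD, n = 11) in “OHT”, whereas markers of rods summed to 43944 ± 21171 CPM (SD, n = 10) and 39673 ± 10416 CPM (SD, n = 11). In “SHAM + DREADD” and “OHT + DREADD” the RGC markers stood at 1294 ± 401 and 1340 ± 464 CPM, and the rod markers at 36934 ± 23611 and 50835 ± 31907 CPM (SD, n = 10 each). The sexes were not balanced: *Xist*, the transcript of the inactive X chromosome, exceeded the Y-linked genes in 2 of 10 “SHAM”, 2 of 11 “OHT”, 10 of 10 “SHAM + DREADD” and 5 of 10 “OHT + DREADD” retinas.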

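The collicular samples were the superior colliculi of the same groups, with 10, 11, 10 and 10 samples in “SHAM”, “OHT”, “SHAM + DREADD” and “OHT + DREADD”. The frozen tissue was lysed whole, and QuantSeq libraries, which hold a read near the 3′ end of each transcript, were sequenced and counted by the authors as for the RGCs. The deposited value is again a raw count per gene. Total counts ranged from 2088172 to 3075802 (median 2724518.5) in “SHAM”, 2195956 to 4239835 (median 3126699) in “OHT”, 2429978 to 3899776 (median 2862855.5) in “SHAM + DREADD” and 1766207 to 3407553 (median 3070858.5) in “OHT + DREADD”. The paper states 6.6 M reads per collicular sample, and the counts in genes used here averaged 2.94 M. DEGs were called with the fit described for the RGCs and a log2 fold change of at least 0.5 in size. Collicular samples of every group held the transcripts of neurons, glia and blood vessels together. Their sex genes matched those of the retina with the same group and number in 41 of 41 cases. One “SHAM” colliculus, replicate 1, has conflicting labels among the submitted records and was kept as “SHAM”.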

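In the glaucomatous RGCs, 3 genes were higher and 9 were lower than in “SHAM” among 17491 genes tested. Those higher were *Hipk1*, a kinase gene, and *Rps3a3* and *Gm11942*, processed pseudogenes that are not known to give a protein. *Rps3a3*, on chromosome 13 from 108670603 to 108671397 of mm10, stood at 17.1 ± 17.2 CPM (SD, n = 11) in “OHT” against 0.285 ± 0.235 CPM (SD, n = 10) in “SHAM”, a log2 fold change of 5.83 (standard error 0.89, adjusted p = 4.5e-04). *Gm11942*, on chromosome 4 from 32964888 to 32965232, had 14.7 ± 11.0 against 0.626 ± 0.679 CPM and a log2 fold change of 4.54 (standard error 0.68, adjusted p = 4.5e-04). Whether these copies share reads with related genes is not certain. In “OHT”, 6 libraries held *Rps3a3* at 23.0 CPM or more and the other 5 at 0.551 CPM or less. In “SHAM + DREADD”, a group without OHT, 3 of 10 libraries held it at 23.4 CPM or more.
Of the 9 lower genes, 7 were predicted genes that lie in or near satellite repeats, such as *Gm10800*, whose counts came for 94.7% from 3 libraries. “SHAM” replicates 3, 4 and 2 held it at 13314, 8365 and 1014 CPM. The remaining lower genes were *Crygb*, a lens crystallin gene with 190 counts in 2 libraries of “SHAM” and 1 count in 1 library of “OHT” (adjusted p = 0.055), and *Scml2*, a Polycomb group gene seen in 7 of the 21 libraries (adjusted p = 0.085). Without “SHAM” replicate 3 the number of DEGs was 7, and leaving out any other library gave 9 to 12. Of the genes not called, *Manf*, which encodes a factor that protects neurons from stress of the endoplasmic reticulum, had a log2 fold change of 0.82 (standard error 0.20, adjusted p = 0.18), and *Klf9*, a transcription factor gene induced by glucocorticoids, one of 0.76 (standard error 0.21, adjusted p = 0.18). *Csnk1g1*, *Klhl42* and *Entpd2* followed with adjusted p = 0.18 each. An unadjusted p under 0.05 was reached by 418 genes that were higher and 592 that were lower.
In the “OHT + DREADD” vs. “OHT” comparisons, chronic collicular stimulation came with 13 higher and 2 lower genes in the colliculus, of 15694 tested, and with 13 higher and 2 lower genes in the RGCs, of 17160 tested. At an unadjusted p under 0.05 these were 676 and 484 genes in the colliculus and 862 and 592 in the RGCs. IEGs were among the higher genes in both tissues, and *Rps3a3* was among the lower ones in both.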

Bulk RNA sequencing and downstream analysis rendered 505 DEGs for the “OHT” vs. “SHAM” comparison in the RGC samples, and 90 and 475 DEGs for the OHT + DREADD” vs. “OHT” comparisons in the collicular and RGC samples, respectively (FDR < 0.1 and |log fold change| > 1.3 for the RGC samples vs. >0.5 for the collicular samples, (Figure 3)). To interpret these gene-expression results within a biological context, Canonical Pathway and Upstream Regulator analyses were performed in IPA. The Canonical Pathway analysis maps the footprint of the datasets to established signaling pathways, whereas the Upstream Regulator analysis serves to identify master transcriptional regulators that could drive the detected gene expression changes and accompanying signaling pathways. Complete lists of identified DEGs, canonical pathways and upstream regulators for the enumerated comparisons are provided in Supplementary Files S2–S4.

### 3.1. Molecular Signature of the Microbead Occlusion Model on the Retinocollicular System

Five weeks after the induction of a mild glaucomatous injury via the microbead occlusion model, the transcriptome of the RGCs and collicular nuclei was studied (“OHT” vs. “SHAM”). The glaucomatous pathology did not significantly alter the transcriptome of the superior colliculus, which is therefore not included in this study. 

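In the colliculus 3 transcripts were higher in “OHT” than in “SHAM” and 0 were lower, of 15578 genes tested. The pseudogene *Rps3a3* had 147 ± 53.6 CPM (SD, n = 11) in “OHT” and 67.5 ± 8.73 CPM (SD, n = 10) in “SHAM”, a log2 fold change of 1.12 (standard error 0.17, adjusted p = 0.0041). *Gm11942*, another such copy, had 523 ± 219 against 232 ± 27.3 CPM and a log2 fold change of 1.17 (standard error 0.19, adjusted p = 0.0046). The third was *4930526A20Rik*, a pseudogene of unknown function, at 3.36 (standard error 0.64, adjusted p = 0.056). Sharing of reads with related genes was tested only between *Rps3a3* and *Rps3a1* and not for *Gm11942*. Of the “OHT” colliculi, 8 of 11 held *Rps3a3* at 145 CPM or more while the other 3 stayed at 76.2 CPM or less. In “SHAM + DREADD”, a group without OHT, 3 of 10 colliculi held it at 148 CPM or more.
No protein-coding gene passed. The lowest p among those that were higher belonged to *Ggct*, a gene of glutathione turnover, with a log2 fold change of 0.44 (standard error 0.10, adjusted p = 0.50), followed by *Bbox1*, *Dbndd2*, *Calb2* and *Pfdn6*. *Bbox1*, of carnitine synthesis, stood at 0.85 (standard error 0.21, adjusted p = 0.86), and *Calb2*, the gene of the calcium buffer calretinin found in retinal axons and collicular interneurons, at 0.36 (standard error 0.10, adjusted p = 0.96). On the lower side *Trmt1*, *Lrrc8d*, *Cdc42ep4*, *Tsen34* and *Cbr1* had the lowest p, *Trmt1*, of tRNA methylation, at -0.37 (standard error 0.10, adjusted p = 0.96). DESeq2, edgeR's likelihood ratio test and limma-voom each called 4 genes, and robust quasi-likelihood called 0. An unadjusted p under 0.05 was reached by 771 genes.
Among the fixed lists, 0 of 23 inflammation and interferon genes was called (0 at an unadjusted p under 0.05, 0 adjusted over the list alone), and 17 of them were lower in “OHT”. Of 14 genes of the response to injury, 11 were lower and 0 was called (1 at an unadjusted p under 0.05), and of 29 IEGs, 19 were lower and 0 was called. Glucocorticoid-responsive genes were higher for 17 of 19 higher and a median log2 fold change of 0.16 (camera, adjusted p = 0.063, and adjusted p = 0.61 with an estimated correlation). Astrocyte markers were higher by 0.11 (adjusted p = 0.063, and adjusted p = 0.60 with an estimated correlation), among them *Gjb6*, of a gap junction, at 0.41 (standard error 0.15) and *Aldh1l1*, of folate metabolism, at 0.33 (standard error 0.12). Endothelial markers were lower by a median of -0.21 (adjusted p = 0.063, and adjusted p = 0.60 with an estimated correlation). In all, camera called 3 lists higher and 3 lower of 27, and 0 with an estimated correlation.

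**Figure D1:**
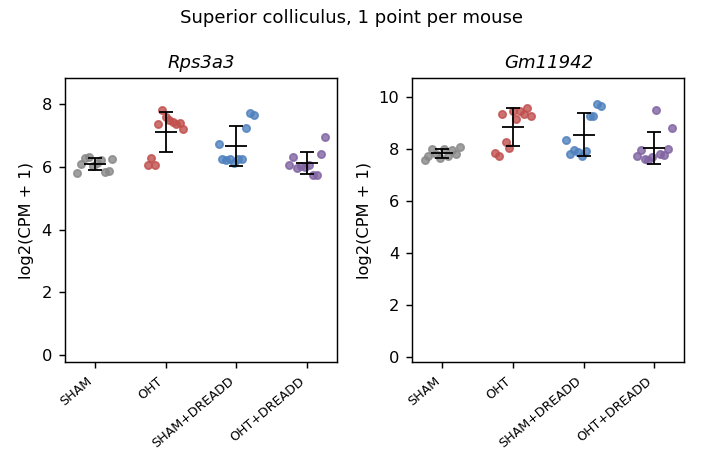
Levels of *Rps3a3* and *Gm11942* in the collicular samples as log2(CPM + 1), with 1 point per library and black bars for the mean ± SD of each group. *Rps3a3* stands above 108 CPM, the midpoint of its range on this scale, in 8 of 11 “OHT” and 0 of 10 “SHAM” libraries. It does so in 3 of 10 “SHAM + DREADD” and 1 of 10 “OHT + DREADD” libraries as well.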

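The immune genes *Cd274*, *Pik3cg*, *Il12b*, *Ifi204* and *Sting1* held fewer reads in glaucomatous RGCs than in “SHAM”, and *Il10ra* and *Lyn* held more, most of them in a few libraries. *Cd274*, the gene of the immune checkpoint ligand PD-L1, had 74 counts in 8 libraries of “SHAM” and 11 counts in 2 libraries of “OHT”, a log2 fold change of -2.76 (standard error 1.29, adjusted p = 0.77). *Lyn*, of a kinase of immune receptors, had 1 count in 1 library and 29 counts in 4 libraries, at 3.51 (standard error 1.35, adjusted p = 0.41). *Pik3cg*, a kinase gene of leukocyte signaling, had 24 counts in 4 libraries and was listed at 0 in “OHT” (adjusted p = 0.18). *Il12b*, a subunit of interleukins 12 and 23, was listed at 0 in “OHT” as well, as was the DNA sensor gene *Ifi204*, with 25 counts in 2 libraries of “SHAM” (adjusted p = 0.18). *Sting1*, listed under its older name *Tmem173*, encodes the adaptor of cytosolic DNA sensing and was seen in 3 of 21 libraries (adjusted p = 0.18). *Il10ra*, the receptor of the anti-inflammatory interleukin 10, was listed at 0 in “SHAM” and had 61 counts in 4 libraries of “OHT” (adjusted p = 0.18). *Csf2rb*, the shared receptor subunit of myeloid growth factors, had 2 counts in 1 “OHT” library and was not tested.
Among the genes of survival and apoptosis, *Itga1*, a collagen receptor gene, had 36 counts in 4 libraries of “SHAM” and 0 in “OHT” (adjusted p = 0.18), and *Acvr1c*, an activin receptor gene, had 18 counts in 2 libraries and 0 (adjusted p = 0.18). None of these genes passed over all genes tested. Over the immune genes that the paper names alone, all 7 tested passed, but the paper chose this list on these samples.
Of 14 inflammation and interferon genes of the fixed list, 6 were higher, 8 were lower and 0 was called (0 adjusted over the list alone, and 1 at an unadjusted p under 0.05). Of 19 apoptosis genes, 12 were higher and 0 was called or had an unadjusted p under 0.05. The survival gene *Bcl2* had the lowest p of them, at 1.01 (standard error 0.54, adjusted p = 0.95). Markers of microglia, the resident immune cells, were lower for 9 of 11, with a median log2 fold change of -0.41 (camera, adjusted p = 0.78, and adjusted p = 0.99 with an estimated correlation). Markers of blood cells were lower for 6 of 6, by a median of -3.07 (adjusted p = 0.21, and adjusted p = 0.87 with an estimated correlation), and all passed when adjusted over the list alone. Among these, the hemoglobin gene *Hbb-bs* stood at -3.08 (standard error 0.79) and *S100a9*, of neutrophils, at -4.09 (standard error 1.26). “SHAM” replicates 1 to 4 held reads of 15097 to 15395 genes, against 13414 to 14250 in the other 6 “SHAM” and 13210 to 14774 in the “OHT” libraries, and leaving out all 4 was not tested. Without replicates 3 and 4, left out after their values were seen, 3 genes were called, 2 higher and 1 lower.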

In the transcriptome of the RGCs, several DEGs were detected, some of which were found associated with an immune or inflammatory response (e.g., *Cd274, Csf2rb, Lyn, Pik3cg, Il10ra, Il12b, Ifi204* and *Sting1*) or related to a cell survival or apoptotic response (e.g., *Card11, Itga1, Acvr1c, Pik3cg*). Of note, the neurotrophic factor *Ngf* gene was significantly downregulated upon OHT. Subsequent Canonical Pathway analyses revealed significant changes in the categories Cellular Growth, Proliferation and Development, and Cellular Immune Response (Figure 4a). Various of those altered signaling pathways could be linked to neuroinflammation—e.g., Neuroinflammation Signaling, IL-7 Signaling, IL-4 Signaling and IL-13 Signaling pathways. On the contrary, several signaling pathways of the neuroprotective transcriptional network were predicted to be downregulated, including CREB Signaling in Neurons, STAT3, PI3K/AKT signaling, ERK/MAPK signaling, and Neurotrophin/TRK signaling pathways. 

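Genes that report on the activity of these pathways moved both ways in glaucomatous RGCs, and 0 of them passed over all genes tested. Downstream of CREB, the transcription factor that turns on genes in active neurons, 17 of 25 IEGs were higher and 8 lower (median log2 fold change 0.095), with 0 called, 0 adjusted over the list alone and 2 at an unadjusted p under 0.05. The neuropeptide gene *Tac1*, of the late response to activity, was lower at -0.91 (standard error 0.28, adjusted p = 0.18), and *Gpr3*, a receptor gene that raises cyclic AMP, had 162 counts in 7 libraries of “SHAM” and 10 counts in 2 libraries of “OHT” (adjusted p = 0.18). These 2 were the ones lower among 19 late response genes when adjusted over the list alone.
Of 13 STAT3 target genes, 8 were higher and 5 lower (median 0.19). *Bcl3*, a regulator of NF-κB, was listed at 0 in “OHT” and had 20 counts in 4 libraries of “SHAM”, the 1 gene of this list that passed when adjusted over the list alone. *Socs3*, the feedback inhibitor that STAT3 induces, stood at 1.82 (standard error 1.27, adjusted p = 1.00). Among 13 genes that ERK induces to restrain its own pathway, 7 were higher and 6 lower (median 0.024), with *Dusp7*, an ERK phosphatase, at -1.84 (standard error 0.85, adjusted p = 0.75) and *Spry4* at 0.97 (standard error 0.51, adjusted p = 0.91).
Of 21 growth factor receptor genes, 11 were higher, 10 lower and 0 called, and *Fgfr2* passed when adjusted over the list alone, with 28 counts in 2 “OHT” libraries and 0 in “SHAM”. Of 25 ligand genes, 14 were higher and 11 lower, and *Bmp4* passed when adjusted over the list alone, with 44 counts in 5 libraries of “OHT” and 0 in “SHAM”. Camera called 0 of the 28 lists in this comparison, as did camera with an estimated correlation and fry. From its pathway analysis, the paper predicts lower activity of several pathways of the neuroprotective network.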

Pathways of interest, along with their predicted activation state, are depicted in Figure 4b. Upstream Regulator analysis revealed 10 transcriptional regulators (2 activated and 8 inhibited, Supplementary File S2). 

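Interleukin genes gave few or no reads in the RGC samples. *Il12b*, which encodes the p40 subunit, had 27 counts in 2 libraries of “SHAM” and was listed at 0 in “OHT” (adjusted p = 0.18 from edgeR). *Il4*, the cytokine of type 2 immunity, was seen in 12 of 21 libraries, with a log2 fold change of -0.27 (standard error 1.19, adjusted p = 1.00). *Il6*, of the cytokine that signals through gp130 to STAT3, was listed at 0 in all 41 libraries. *Stat3* itself stood at 40.0 ± 17.3 CPM (SD, n = 11) in “OHT” and 34.8 ± 7.10 CPM (SD, n = 10) in “SHAM”. Its log2 fold change was 0.20 (standard error 0.20, adjusted p = 1.00), short of the threshold. Among the genes that STAT3 induces, *Serpina3n*, of a secreted protease inhibitor, was higher at 3.04 (standard error 1.22, adjusted p = 0.48) and *Gfap*, the filament gene of reactive glia, at 1.28 (standard error 0.72, adjusted p = 1.00), and neither passed. The activity of an upstream regulator was predicted by the paper from its DEGs, and no such prediction was computed here.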

Predicted inactivated regulators in glaucomatous RGCs, as compared to SHAM controls, included several interleukins (e.g., IL12B, IL4 and IL6), as well as a decreased transcriptional regulation by the pro-survival molecule STAT3 (Table 1).

### 3.2. Chronic DREADD Stimulation in the Superior Colliculus Elicits Neuronal Activation and Is Linked to Growth Factor Signaling on a Molecular Level

#### 3.2.1. Optimization of the Chronic DREADD Toolbox in the Retinocollicular System

The chemogenetic DREADD toolbox lends itself perfectly for chronic neuromodulation, yet several hurdles related to its chronic usage have been reported in the literature [17]. The DREADD toolbox was therefore first optimized in the retinocollicular system of adult mice: a vector containing an hM3D(Gq) DREADD construct was injected into the superior colliculus and CNO was applied systemically via i.p. injections. Whilst optimizing, three parameters were evaluated: (i) retrograde transport of the viral vector, and (ii) neuronal activation by the DREADD/CNO tool and (iii) receptor desensitization upon chronic neuromodulation. To exclude the occurrence of retrograde transport of the viral vector, different dilutions of the DREADD vector (1:2, 1:4 and 1:8 in PBS) were evaluated for the presence of RGC transduction via RFP immunohistochemistry on retinal flatmounts. While minimal transduction in the RGCs was observed with higher viral vector concentrations, retrograde RGC labeling was not detected with a 1:8 vector dilution, and was thus chosen as the go-to dilution in the following experiments (Figure 5a). Secondly, DREADD desensitization upon repeated activation was assessed by comparing neuronal activity profiles of acute and chronic DREADD stimulation via the expression of the immediate early gene (IEG) c-Fos (Figure 5a). Two commonly used CNO concentrations (1 vs. 3 mg/kg bodyweight) and three different stimulation schemes (acute vs. two or three times per week for three consecutive weeks) were evaluated for the occurrence of receptor desensitization (Figure 5b). After dark adaptation and 2 h after the last CNO injection, chronic DREADD activation by CNO resulted in a clear upregulation of nuclear c-Fos expression per mm^2^ transduced area, as compared to baseline controls—i.e., naive, dark-adapted mice, mice injected with DREADD vector and saline stimulation, and mice injected with null vector and CNO stimulation—for each concentration and each injection scheme. No qualitative or quantitative differences in the neuronal activity profile were observed between acute and chronic DREADD modulation, nor between the different ligand concentrations or administration schemes (Figure 5a,b). As such, based on the c-Fos expression pattern, no indications towards hM3D(Gq) desensitization were detected. Hence, the combination of the highest concentration of CNO (i.e., 3 mg/kg) and the most frequent stimulation scheme (i.e., three times/week) were chosen to achieve maximal, and most sustained neuronal activation in further experiments.

#### 3.2.2. Molecular Signature of Chronic DREADD Stimulation in the Superior Colliculus on Collicular Cells

To decipher the molecular effect of chronic DREADD stimulation in the superior colliculus, the collicular transcriptome was studied. As the glaucoma model did not induce injury/stress signs in the superior colliculus on a transcriptomic level, and the signatures of “SHAM + DREADD” vs. “SHAM” and “OHT + DREADD” vs. “OHT” in the collicular lysates were highly similar, only the “OHT + DREADD” vs. “OHT” comparison is discussed. 

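IEGs were among the genes called higher in the stimulated colliculi of mice without OHT, as in those with OHT. In “SHAM + DREADD” vs. “SHAM”, 8 genes were higher and 5 lower of 15433 tested. *Fos*, a subunit of the activity-induced factor AP-1, stood at 51.0 ± 14.1 CPM (SD, n = 10) against 16.7 ± 6.18 CPM (SD, n = 10), a log2 fold change of 1.62 (standard error 0.17, adjusted p = 1.6e-07). *Fosb*, its paralog, rose by 2.22 (standard error 0.29, adjusted p = 1.9e-05) and *Nr4a3*, a nuclear receptor gene, by 2.00 (standard error 0.28, adjusted p = 5.9e-05). *Egr1*, of a zinc-finger factor of plasticity, rose by 0.76 (standard error 0.15, adjusted p = 0.015), and *Junb*, another AP-1 subunit, by 0.62 (standard error 0.13, adjusted p = 0.030). The other higher genes were *1700016P03Rik*, the host of a pair of activity-induced microRNAs, *Gm11942* and 1 sex gene, and all 5 lower genes were Y-linked. In 10 of 10 “SHAM + DREADD” and 2 of 10 “SHAM” mice *Xist* exceeded the Y-linked genes, so that the groups differed in sex as well. With sex as a covariate 2 genes were called, and of these IEGs only *Fos* kept its call (adjusted p = 0.014), while *Fosb* and *Nr4a3* (adjusted p = 0.39 each), *Junb* (0.40) and *Egr1* (0.56) stayed higher without passing. Without “SHAM” replicate 6 the number of DEGs was 20, and it was 12 to 18 without any other library.
Among the genes called higher, 5 were shared by both stimulation comparisons, of 13 and 8, namely *1700016P03Rik*, *Egr1*, *Fos*, *Fosb* and *Nr4a3*, where independent lists would share 0.0069. None of the lower genes was shared. At an unadjusted p under 0.05, 55 genes were higher in both, where independent lists would share 29.8, and 15 were lower in both, where they would share 23.0. In both comparisons *Xist* exceeded the Y-linked genes more often in the stimulated mice. The 55 genes include the X-linked *Ddx3x* and *Eif2s3x*, so the values for independent lists do not allow for sex. Over the 29 fixed IEGs, the log2 fold changes of the comparisons correlated at 0.867 (Pearson's r across genes, which are not independent replicates). Over all 15176 genes tested in both, the correlation was 0.0949, and permuting the group labels gave up to 0.202. Without “SHAM” replicate 1, the sample with conflicting labels, it was 0.0626.
Of 29 IEGs, 26 were higher in “SHAM + DREADD”, 5 were called and 16 passed when adjusted over the list alone (camera, adjusted p = 2.3e-16, and adjusted p = 0.017 with an estimated correlation). Of 20 late response genes, 0 was called and 6 were higher when adjusted over the list alone (adjusted p = 0.0022, and adjusted p = 0.078 with an estimated correlation), led by *Rgs2*, an inhibitor of Gq signaling, at 0.30 (standard error 0.068) and *Inhba*, of activin, at 0.60 (standard error 0.16). Markers of collicular neurons were lower in “SHAM + DREADD” for 8 of 10 (median -0.20; camera, adjusted p = 1.2e-04, and adjusted p = 0.19 with an estimated correlation), with the GABA synthesis genes *Gad1* at -0.33 (standard error 0.083, adjusted p = 0.20) and *Gad2* at -0.27 (standard error 0.076, adjusted p = 0.27). In the mice with OHT, *Gad1* stood at 0.15 (standard error 0.14, adjusted p = 0.83). Tested directly as the interaction of OHT and stimulation, the response differed for 7 of 16169 genes. *Fos* did not pass in that test (adjusted p = 0.89) and neither did *Gad1* (adjusted p = 0.51). As lists, the neuron markers passed with camera's preset correlation (adjusted p = 0.0074) but not with an estimated one (adjusted p = 0.39). The IEGs passed with neither (adjusted p = 0.48 and 0.84). With sex as a covariate the interaction was called for 3 genes, so the 7 are not a measure of OHT and stimulation alone.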

Chronic DREADD stimulation of neuronal activity led to a significant boost of IEGs as DEGs— e.g., *Egr1, Egr2, Nr4a1, Nr4a4, Fos, Fosb, Fosl2, Jun, Junb.* Using the Canonical Pathway Analysis in IPA, most of the altered signaling pathways (±20%) were found to belong to the Growth Factor Signaling category (Figure 6a). 

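In the “OHT + DREADD” colliculi, members of 3 families of activity-induced transcription factors were called higher. Of the AP-1 genes, *Fosb* on chromosome 7 from 19302696 to 19310051 of mm10 stood at 7.85 ± 2.82 CPM (SD, n = 10) against 1.49 ± 0.721 CPM (SD, n = 11) in “OHT”, a log2 fold change of 2.37 (standard error 0.28, adjusted p = 1.8e-05). *Fos*, on chromosome 12 from 85473890 to 85477273, stood at 60.0 ± 26.4 against 15.9 ± 8.27 CPM and rose by 1.91 (standard error 0.24, adjusted p = 3.9e-05), and *Fosl2*, on chromosome 5 from 32135801 to 32157842, went from 17.8 ± 6.72 to 33.2 ± 6.67 CPM, a rise of 0.90 (standard error 0.16, adjusted p = 0.012). Of the nuclear receptors, *Nr4a1* rose by 1.30 (standard error 0.23, adjusted p = 0.0087) and *Nr4a3* by 1.62 (standard error 0.32, adjusted p = 0.022). The zinc-finger gene *Egr1* reached 104 ± 37.9 from 56.9 ± 12.7 CPM, a rise of 0.88 (standard error 0.18, adjusted p = 0.031). *Dusp1*, the phosphatase that ends MAPK signaling, rose by 0.66 (standard error 0.13, adjusted p = 0.019). When each of the 21 libraries was left out in turn, *Fosb*, *Fos*, *Fosl2*, *Nr4a1*, *Nr4a3* and *Dusp1* were called every time and *Egr1* 20 times. The number of DEGs stayed between 12 and 19, except for 24 without “OHT + DREADD” replicate 6. With the *Rps3a3* level as a covariate, a setting chosen after seeing the data, *Fosb* (adjusted p = 0.048) and 1 lower gene were called, and the other IEGs stayed higher without passing, with *Fos* at 1.76 (adjusted p = 0.18) and *Nr4a1* at 1.11 (adjusted p = 0.38).
Other members did not pass. *Junb* was 38.5 ± 9.17 against 25.9 ± 8.44 CPM, at 0.57 (standard error 0.16, adjusted p = 0.41), and passed when adjusted over the list alone. *Jun* stood at 0.27 (standard error 0.15, adjusted p = 0.70) and *Egr2* at 0.65 (standard error 0.45, adjusted p = 0.77), the latter on 53 counts in all. The paper's *Nr4a4* could not be matched to a mouse gene. Of the 8 IEGs that the paper names and the test covered, 5 were called and 7 passed over that list alone, which the paper chose on these samples. Of 29 IEGs of the fixed list, 28 were higher, with a median of 0.65, 7 were called and 20 passed when adjusted over the list alone (camera, adjusted p = 3.4e-21, and adjusted p = 8.0e-04 with an estimated correlation). *Per1*, a clock gene that CREB induces, stood at 1.00 (standard error 0.23, adjusted p = 0.14), *Egr4* at 1.27 (standard error 0.31, adjusted p = 0.17) and *Npas4*, specific to neuronal activity, at 1.04 (standard error 0.39, adjusted p = 0.60). *Arc*, of synaptic plasticity, stood at 0.53 (standard error 0.27, adjusted p = 0.67). Of 20 late response genes, 14 were higher and 1, *Gpr3*, passed when adjusted over the list alone (camera, adjusted p = 0.14, and adjusted p = 0.29 with an estimated correlation).
Beyond the IEGs, *Lpin1*, of lipid synthesis and induced by glucocorticoids, rose by 0.75 (standard error 0.12, adjusted p = 0.0030). *Serpina3n*, a marker of reactive astrocytes, reached 38.6 ± 17.5 from 16.5 ± 5.13 CPM (log2 1.22, standard error 0.20, adjusted p = 0.0053), *Rasd1*, a small G protein gene induced by glucocorticoids, rose by 2.17 (standard error 0.47, adjusted p = 0.062) and *Rasl11b*, another, by 0.74 (standard error 0.16, adjusted p = 0.066). The predicted genes *1700016P03Rik* and *1810032O08Rik* were higher as well. The lower genes were *4930526A20Rik* and *Rps3a3*, at 70.6 ± 20.4 against 145 ± 53.2 CPM, where reads shared with related genes are not excluded. *Rpgrip1l*, *Itga2b*, *Hbb-bt*, *Mrpl48* and *Pum3* followed without passing, *Hbb-bt* at -0.79 (standard error 0.20, adjusted p = 0.18). Of the “OHT + DREADD” mice 5 of 10 and of the “OHT” mice 2 of 11 had *Xist* above the Y-linked genes, and with sex as a covariate 120 genes were called, 96 higher and 24 lower. From its pathway analysis, the paper assigns most of the altered pathways, a share it gives as ±20%, to growth factor signaling.

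**Figure D2:**
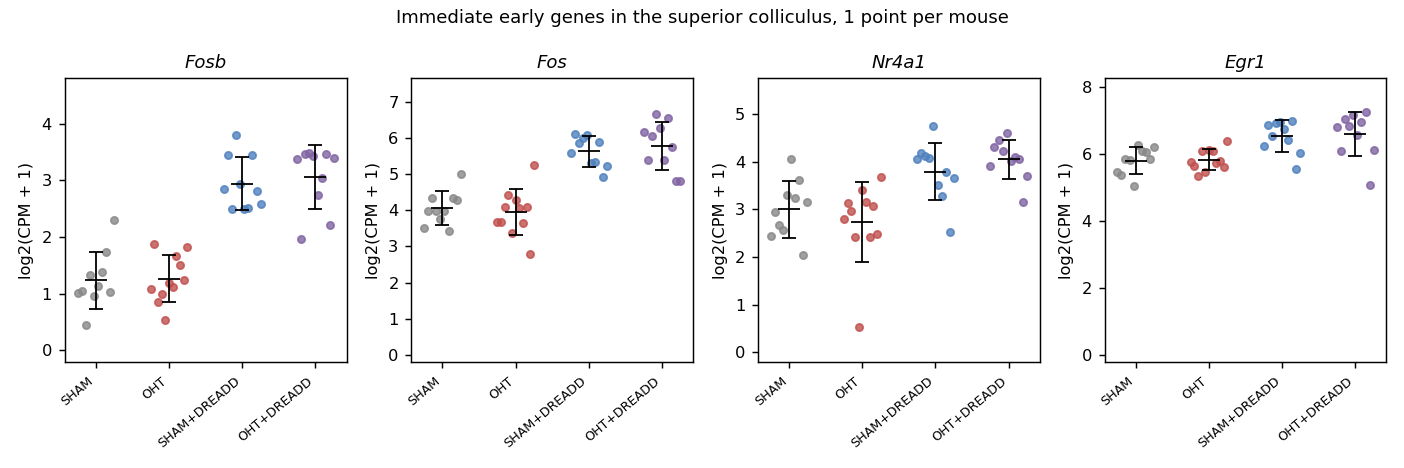
Levels of *Fosb*, *Fos*, *Nr4a1* and *Egr1* in the collicular samples as log2(CPM + 1), with 1 point per library and black bars for the mean ± SD of each of the 4 groups. Both groups with DREADD lie above those without, with *Fosb* at 7.85 ± 2.82 CPM in “OHT + DREADD” and 1.49 ± 0.721 CPM in “OHT”.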

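Genes that growth factor signaling induces through ERK were higher in the stimulated colliculi, while the genes of the ligands and receptors themselves stayed near their level in “OHT”. Of 14 genes of ERK feedback, 11 were higher and 0 passed over all genes tested, with 3 higher and 1 lower when adjusted over the list alone (median 0.23; camera, adjusted p = 0.0032, and adjusted p = 0.062 with an estimated correlation). *Errfi1*, an inhibitor of ERBB receptors, stood at 0.83 (standard error 0.21, adjusted p = 0.21), *Dusp6*, an ERK phosphatase, at 0.45 (standard error 0.13, adjusted p = 0.47) and *Dusp4* at 0.82 (standard error 0.34, adjusted p = 0.62). *Etv1*, a transcription factor gene downstream of ERK, was the lower one, at -0.31 (standard error 0.13, adjusted p = 0.62).
Of 22 receptor genes, 14 were higher and 8 lower, 0 was called and 2 had an unadjusted p under 0.05 (median 0.021; camera, adjusted p = 0.92, and adjusted p = 0.96 with an estimated correlation). *Igf1r*, the receptor of insulin-like growth factors, stood at 0.36 (standard error 0.16, adjusted p = 0.64) and *Cntfr*, of the ciliary neurotrophic factor receptor, at -0.63 (standard error 0.26, adjusted p = 0.62). The receptor genes of the neurotrophins, *Ntrk2* at 0.021 (standard error 0.084, adjusted p = 0.97) and *Ntrk3* at 0.075 (standard error 0.16, adjusted p = 0.93), and those of the epidermal growth factor (EGF) and the neuregulins, *Egfr* at 0.0078 (standard error 0.15, adjusted p = 0.99) and *Erbb4* at 0.021 (standard error 0.12, adjusted p = 0.98), did not pass either. STAT3 targets were higher for 13 of 14, of which *Fos* and *Serpina3n* were called and 6 passed when adjusted over the list alone (camera, adjusted p = 1.1e-07, and adjusted p = 0.077 with an estimated correlation).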

Growth factor signaling pathways that were predicted to be upregulated include ERBB-, GDNF-, HGF-, IGF-, NGF-, Neuregulin-, and Neurotrophin/TRK Signaling (Figure 6b). Various other enriched pathways were found to be associated with “Neurotransmitter and Other Nervous System Signaling” and “Intracellular and Second Messenger Signaling” (Figure 6a). Upstream Regulator analysis in IPA identified 72 upstream regulators (70 activated and 2 inhibited, Supplementary File S3) in the “OHT + DREADD” vs. “OHT” collicular samples. The top 20 activated transcriptional regulators included various growth factors such as EGF, IGF1, TGFB1 and neurotrophic factors BDNF, HGF and NGF (Table 2).

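The transcripts of these growth factors were not among the genes that rose in the colliculus. *Bdnf* stood at 55.0 ± 20.7 CPM (SD, n = 10) in “OHT + DREADD” and 52.3 ± 5.90 CPM (SD, n = 11) in “OHT”, with a log2 fold change of 0.083 (standard error 0.16, adjusted p = 0.92). *Igf1*, a factor of neuronal and glial survival, stood at 102 ± 28.6 against 94.3 ± 25.6 CPM and 0.10 (standard error 0.14, adjusted p = 0.88). *Tgfb1*, which restrains inflammation, had 5.33 ± 2.87 against 4.44 ± 2.29 CPM and 0.23 (standard error 0.29, adjusted p = 0.87). *Hgf*, the ligand of the receptor MET, was at 1.55 ± 0.980 against 1.70 ± 0.874 CPM (log2 -0.10, standard error 0.36, adjusted p = 0.97). *Egf* had 21 counts in 9 libraries of “OHT + DREADD” and 11 counts in 8 libraries of “OHT”, too few for the test. Of 25 ligand genes of the fixed list, 13 were higher, 12 lower, 0 called and 1 at an unadjusted p under 0.05 (median 0.012; camera, adjusted p = 0.92, and adjusted p = 0.96 with an estimated correlation). That one was *Ptn*, of the neurite growth factor pleiotrophin, at -0.42 (standard error 0.13, adjusted p = 0.53). *Vegfa*, of vascular endothelial growth factor, stood at -0.037 (standard error 0.11, adjusted p = 0.95). The paper's regulators are predictions from the DEGs and do not rest on the level of the factor's own transcript.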

### 3.3. Collicular Stimulation Does Not Functionally Rescue Glaucomatous Retinal Ganglion Cells, but Induces a Partial Transcriptomic Rescue with Activation of Promising Pro-Survival Pathways

#### 3.3.1. Molecular Effects of Chronic Target Stimulation on Unstimulated, Glaucomatous Retinal Ganglion Cells

After studying the local effects of chronic target neuromodulation, we next evaluated whether the elicited changes in the superior colliculus also affected the transcriptome of downstream, unstimulated glaucomatous RGCs. Gene expression signatures—i.e., the DEGs—of “OHT” and “OHT + DREADD” RGCs were plotted (Figure 7a,b). Interestingly, the glaucomatous disease signature in the RGCs was—although only partially—reversed by chronic collicular stimulation. 

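Across 16525 genes tested in both RGC comparisons, the log2 fold changes of “OHT” vs. “SHAM” and “OHT + DREADD” vs. “OHT” had a Pearson correlation of -0.44 across genes and a covariance of -0.0963. Of the called genes, *Rps3a3* and *Hipk1* were higher in “OHT” and lower again in “OHT + DREADD”, and 0 went the other way. In 20 simulations of unchanged groups at most 1 gene was called in opposite directions, and in 20 splits of the “OHT” libraries 1 (median). At an unadjusted p under 0.05, 126 genes were higher then lower and 88 lower then higher, 214 in all, and 2 moved in the same direction in both.
The 11 “OHT” libraries stand on both sides of this relation, so a chance level in “OHT” counts as a rise in one comparison and as a fall in the other. In 100 simulations of unchanged groups with the same library sizes, the correlation was between -0.49 and -0.46 (median -0.48) and the covariance between -0.0975 and -0.0880 (median -0.0930). The observed covariance differed from that median by -0.0033. In 20 of these simulations 176 genes (median) and at most 209 had an unadjusted p under 0.05 in opposite directions. When the “OHT” libraries were split into 5 and 6, so that no library served both comparisons, the correlation had a median of -0.019 (-0.048 to 0.082 over 100 splits) and the covariance one of -0.0059 (-0.0146 to 0.0279). In 20 such splits, 48.5 genes (median) and at most 56 had an unadjusted p under 0.05 in opposite directions.
The paper lists 94 reversed genes in its Supplementary File S5, of which 92 were tested here in both comparisons and all 92 had opposite signs. These genes were seen in a median of 5 of 31 libraries, with 39 counts in all and 81.2% of them in 3 libraries. Over them the correlation with split “OHT” libraries was -0.82 (-0.87 to -0.68), in genes the paper chose on these same libraries. From the opposite directions of the DEGs, the paper concludes that chronic collicular stimulation partially reversed the disease signature of the RGCs.

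**Figure D3:**
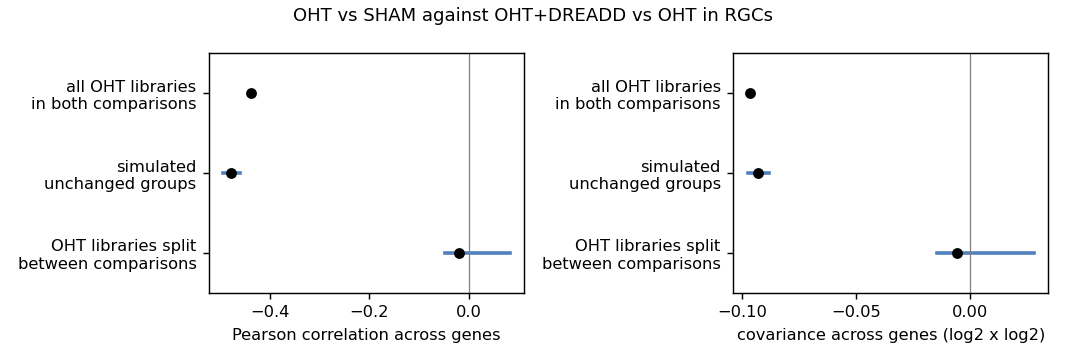
Correlation and covariance across genes between the log2 fold changes of “OHT” vs. “SHAM” and “OHT + DREADD” vs. “OHT” in the RGC samples, as observed, in simulated unchanged groups and with the “OHT” libraries split, where points are medians and lines run from the lowest to the highest value. The observed correlation of -0.44 lies above the simulated range of -0.49 to -0.46, and the split value of -0.019 lies near 0.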

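*Hipk1*, a nuclear kinase gene that takes part in p53 and JNK signaling, was higher in glaucomatous RGCs than in “SHAM” and lower after collicular stimulation. Its locus in mm10 is on chromosome 3 from 103739815 to 103791563. Its level was 54.7 ± 26.4 CPM (SD, n = 10) in “SHAM” and 149.2 ± 101.2 CPM (SD, n = 11) in “OHT”, a log2 fold change of 1.45 (standard error 0.32, adjusted p = 0.073), and fell to 52.6 ± 13.8 CPM (SD, n = 10) in “OHT + DREADD”, a log2 fold change of -1.47 (standard error 0.31, adjusted p = 0.075). The spread in “OHT” was wide, and 3 of the 21 libraries held 35.0% of its counts in the first comparison. It was called in 9 of 21 fits of that comparison that left out 1 library and in 11 of 21 of the other. Upon OHT it was not called by DESeq2 (adjusted p = 0.39), with sex as a covariate (adjusted p = 0.28) or with the replicate number as a block (log2 1.08, under the threshold), and upon stimulation not with sex (adjusted p = 0.15) or the block (adjusted p = 0.12). With the *Rps3a3* level of each library as a covariate, a setting chosen after seeing the data, its log2 fold changes were -0.039 and 0.12.
*Ppp1r14b*, which encodes an inhibitor of protein phosphatase 1, was listed at 0 in “SHAM” and “OHT + DREADD” and had 27 counts in 2 libraries of “OHT” (adjusted p = 0.19 and 0.21 from edgeR). *Prima1*, of the protein that anchors acetylcholinesterase in membranes, had 32 counts in 2 libraries of “OHT” and 0 in both other groups (adjusted p = 0.18 and 0.20). In the remaining libraries neither was detectable at this depth.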

Interesting genes that were upregulated in glaucomatous RGCs yet downregulated in such RGCs after brain target stimulation include pro-apoptotic regulators *Hipk1, Ppp1t14n* and *Prima-1*. Conversely, *Igfbpl1, Islr*, *Fosl2* and *Gflipr2* are examples of genes that were downregulated in glaucomatous RGCs and upregulated upon target treatment, which are suggested to be involved in RGC protection and/or axonal growth. 

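Each of these genes was read in a few libraries, fewer in “OHT” than in “SHAM” or “OHT + DREADD”. *Igfbpl1*, a secreted regulator of insulin-like growth factors and of RGC axon growth, had 24 counts in 4 libraries of “SHAM”, 0 in “OHT” and 15 counts in 2 libraries of “OHT + DREADD” (adjusted p = 0.18 and 0.20). *Islr*, of a secreted protein of stromal cells, had 14 counts in 3 libraries, 1 count in 1 library and 32 counts in 3 libraries, with a log2 fold change upon stimulation of 4.00 (standard error 1.34, adjusted p = 0.21). *Fosl2*, the AP-1 gene, had 32 counts in 6 libraries, 4 counts in 2 libraries and 29 counts in 4 libraries, a log2 fold change of -2.98 (standard error 1.35, adjusted p = 0.72) upon OHT. *Glipr2*, of a Golgi protein linked to autophagy, had 22 counts in 4 libraries, 1 count in 1 library and 26 counts in 4 libraries, and its log2 fold changes were -3.39 (standard error 1.25, adjusted p = 0.32) upon OHT and 3.77 (standard error 1.26, adjusted p = 0.21) upon stimulation. None passed over all genes tested in either comparison. Over this list alone all 3 tested genes passed upon OHT and all 4 upon stimulation, but the paper chose them on these samples.
Of 11 axon growth genes of the fixed list, 5 were higher and 6 lower in “OHT + DREADD”, and 0 was called or passed when adjusted over the list alone (1 at an unadjusted p under 0.05; median -0.0053; camera, adjusted p = 0.55, and adjusted p = 0.71 with an estimated correlation). *Sox11*, a transcription factor gene of axon regeneration, stood at -1.66 (standard error 0.73, adjusted p = 0.49) and *Gap43*, of growth cones, at -0.33 (standard error 0.26, adjusted p = 0.86). Upon OHT, 9 of 12 were higher (median 0.045), with *Basp1*, of growth cones too, at 0.54 (standard error 0.28, adjusted p = 0.91).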

The entire list of shared DEGs between both datasets (“OHT” vs. “SHAM” and “OHT + DREADD” vs. “OHT”) can be found in Supplementary File S5.

Next, the transcriptome of unstimulated glaucomatous RGCs upon chronic collicular stimulation was studied in more detail (“OHT + DREADD” vs. “OHT”). 

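In RGCs of stimulated glaucomatous mice, *Cdkn1a* and *Nr4a1* were higher among the genes of apoptosis. *Cdkn1a* encodes the cell cycle inhibitor p21 and lies on chromosome 17 from 29090976 to 29100727 of mm10. It stood at 113 ± 169 CPM (SD, n = 10) in “OHT + DREADD” against 5.99 ± 6.34 CPM (SD, n = 11) in “OHT”, a log2 fold change of 4.21 (standard error 0.76, adjusted p = 0.012), with 84.5% of its counts in 3 libraries. *Bard1*, the partner of BRCA1, had 37 counts in 2 libraries and 0 in “OHT” (adjusted p = 0.20). *S100a4*, of a calcium-binding protein, had 26 counts in 2 libraries of “OHT” and 0 in “OHT + DREADD” (adjusted p = 0.21). *Stat5a*, of a transcription factor of cytokine receptors, stood at -2.40 (standard error 0.95, adjusted p = 0.36), and its paralog *Stat5b*, with 1100 and 1272 counts, at 0.0051 (standard error 0.29, adjusted p = 1.00). *Egfr* stood at 2.16 (standard error 1.11, adjusted p = 0.61) and *Bmp2*, of bone morphogenetic protein, at 2.86 (standard error 1.28, adjusted p = 0.51). None of these 6 passed over all genes tested. Of the 8 genes, 5 were higher and 2 lower over that list alone, which the paper chose on these samples.
Of 21 apoptosis genes of the fixed list, 13 were higher, 1 (*Cdkn1a*) was called, and when adjusted over the list alone 1 was higher and 1 lower (camera, adjusted p = 0.22, and adjusted p = 0.36 with an estimated correlation). The lower one was *Hrk*, a pro-apoptotic gene of injured neurons, at -4.52 (standard error 1.38, adjusted p = 0.20). *Tnfrsf12a*, of the TWEAK receptor, rose among the genes of the response to injury, from 3.39 ± 2.69 to 37.1 ± 62.5 CPM (log2 3.42, standard error 0.77, adjusted p = 0.094), while *Chac1*, of the integrated stress response, was lower at -1.83 (standard error 0.53, adjusted p = 0.20). Of these 12 genes, 8 were higher with a median of 0.15, 3 were higher and 3 lower when adjusted over the list alone, and camera's direction was lower (adjusted p = 0.93, and adjusted p = 0.94 with an estimated correlation).
None of the inflammatory genes that the paper names passed. *Cebpb*, a transcription factor gene of inflammation, had 15 counts in 2 libraries of “OHT” and 0 in “OHT + DREADD” (adjusted p = 0.26). *Il22* had 44 counts in 5 libraries and 12 counts in 3 libraries, at -1.59 (standard error 1.38, adjusted p = 0.88). *Il20ra*, a subunit of the interleukin 20 receptor, had 1 count in 1 library and 22 counts in 2 libraries, at 3.51 (standard error 1.28, adjusted p = 0.27). *Il17ra*, the receptor of interleukin 17A, had 126 counts in 11 of 21 libraries and stood at 2.91 (standard error 1.16, adjusted p = 0.37), and *Il17a* was listed at 0 in all RGC samples. Of 13 inflammation genes of the fixed list, 8 were higher, 0 was called and 2 passed when adjusted over the list alone, namely *Nfkbia*, the inhibitor of NF-κB, at 1.06 (standard error 0.33, adjusted p = 0.20) and *H2-D1*, of antigen presentation, at 0.74 (standard error 0.23, adjusted p = 0.20) (camera, adjusted p = 0.24, and adjusted p = 0.47 with an estimated correlation).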

The DEGs in the RGC transcriptome were found to be linked to the regulation of apoptosis (e.g., *Bard1, Stat5, S100a4, Egfr1, Nr4a1, Bmp2* and *Ckn1a*) and inflammation (*Cebpb, Il22, Il17a* and *Il20a*) (Supplementary File S4). Moreover, an IEG response was also detected in these RGCs (e.g., *Egr1, Egr2, Nr4a1, Fos, Fosl2)*. 

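*Egr1* and *Nr4a1* rose in the RGCs of stimulated mice, and 3 retinas carried most of the rise. *Egr1*, on chromosome 18 from 34859823 to 34864984 of mm10, stood at 102 ± 155 CPM (SD, n = 10) in “OHT + DREADD” against 6.26 ± 4.10 CPM (SD, n = 11) in “OHT”, a log2 fold change of 4.02 (standard error 0.66, adjusted p = 0.0038). *Nr4a1*, on chromosome 15 from 101254269 to 101274795, stood at 71.4 ± 119.7 against 10.7 ± 9.37 CPM, a log2 fold change of 2.73 (standard error 0.59, adjusted p = 0.083). In “OHT + DREADD” replicates 2, 9 and 10 *Egr1* was at 175.6, 333.7 and 431.5 CPM, and in the other 7 at 47.5 CPM or less. *Fos* followed the same retinas, at 75.8, 288.9 and 233.5 CPM, and with a log2 fold change of 1.80 (standard error 0.42, adjusted p = 0.14) it passed when adjusted over the list alone but not over all genes tested. *Egr2* had 39 counts in 3 libraries of “OHT + DREADD” and 0 in “OHT” (adjusted p = 0.20), and *Fosl2* stood at 2.75 (standard error 1.36, adjusted p = 0.59). All 5 of these genes passed over their list alone, which the paper chose on these samples.
Of 27 IEGs of the fixed list, 22 were higher, with a median of 0.72, 2 were called and 11 passed when adjusted over the list alone (camera, adjusted p = 0.0019, and adjusted p = 0.36 with an estimated correlation). Without replicates 2, 9 and 10, left out after their values were seen, camera gave this list an adjusted p of 0.30. In “SHAM + DREADD” vs. “SHAM” RGCs, 14 of 24 IEGs were higher, and 0 was called or passed when adjusted over the list alone (3 at an unadjusted p under 0.05), with *Nr4a1* at 1.14 (standard error 0.41, adjusted p = 0.33). Tested as an interaction, the responses of mice with and without OHT differed for *Egr1* by a log2 of 3.81 (standard error 0.85, adjusted p = 0.027) and not for *Nr4a1* (adjusted p = 0.44) or for the IEGs as a list (camera, adjusted p = 0.14, and adjusted p = 0.60 with an estimated correlation). That test called 468 genes, and regrouped libraries gave up to 990, so chance is not excluded for this count. The adjusted p of *Egr1* comes from the same test and shares this limit. Replicates 2, 9 and 10 also carried most of the rise of *Egr1*.
The other genes that rose were in part targets of stress hormones. The metallothionein genes *Mt2*, from 6.46 ± 3.80 to 113 ± 167 CPM (log2 4.12, standard error 0.70, adjusted p = 0.0044), and *Mt1* (log2 1.75, standard error 0.37, adjusted p = 0.075) stood apart in the same 3 retinas. All 18 glucocorticoid-responsive genes were higher, by a median of 0.69, 3 were called and 7 passed when adjusted over the list alone (camera, adjusted p = 0.0012, and adjusted p = 0.36 with an estimated correlation). The clock gene *Cry1* rose by 1.39 (standard error 0.30, adjusted p = 0.075) and *Usp2*, a rhythmic deubiquitinase gene, by 1.49. *Dusp8* rose by 1.33, the splicing factor gene *Mbnl1* by 1.45 and *Armcx5* by 2.59 (standard error 0.53). *H1foo* and *Pabpc1l*, both genes of the oocyte, were called on 7 and 9 libraries with reads. Lower without passing were *Bcat1*, of amino acid metabolism, at -0.70 (standard error 0.17, adjusted p = 0.16), *Dact1*, *Cep83os*, *Rubcn* and *Trim7*.
Leaving out single libraries changed the number of DEGs from 15 to 4 without “OHT” replicate 6, 7 or 11 or “OHT + DREADD” replicate 2, 9 or 10, to 5 without “OHT” replicate 3, 8, 9 or 10, and to 6 without “OHT” replicate 1, 4 or 5. *Egr1*, *Mt2*, *Cdkn1a* and *Rps3a3* were called in all 21 such fits and *Nr4a1* in 8. Without “OHT + DREADD” replicates 2, 9 and 10 together, left out after their values were seen, 1 gene was called, *Rps3a3*, and *Egr1* stood at 1.13 (adjusted p = 0.67), *Cdkn1a* at 0.84 and *Mt2* at 0.59 (adjusted p = 1.00 each). DESeq2 called 13 genes, 9 of them among the 15, limma-voom called 1 that is not among them, and robust quasi-likelihood called 0, as did the fit with the *Rps3a3* level as a covariate, chosen after seeing the data. RGC markers were lower for 16 of 18 in “OHT + DREADD” (median -0.27; camera, adjusted p = 0.030, and adjusted p = 0.46 with an estimated correlation), while Müller glia markers were higher for 9 of 9 (median 0.35; camera, adjusted p = 0.0084, and adjusted p = 0.36 with an estimated correlation), with *Apoe* at 0.74 (standard error 0.22).

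**Figure D4:**
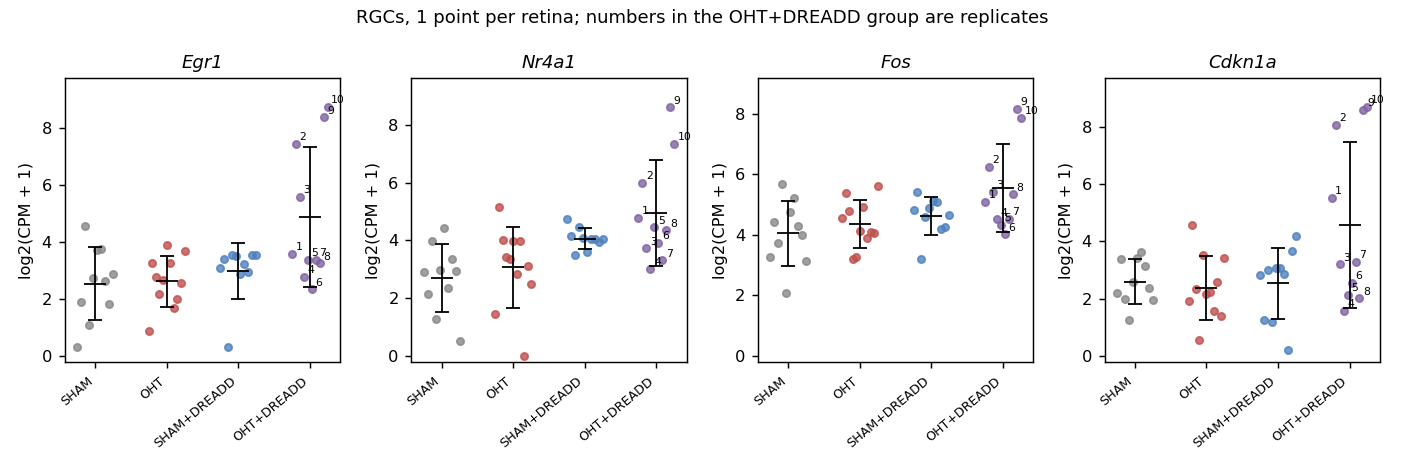
Levels of *Egr1*, *Nr4a1*, *Fos* and *Cdkn1a* in the RGC samples as log2(CPM + 1), with 1 point per library, “OHT + DREADD” libraries marked by replicate number and black bars for the mean ± SD of each group. Replicates 2, 9 and 10 lie highest in “OHT + DREADD”, with *Egr1* at 175.6, 333.7 and 431.5 CPM.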

The Canonical Pathway analysis revealed that the most significantly affected overarching categories are “Cellular growth, proliferation and development”, and “Neurotransmitter and other nervous system signaling” (Figure 8a). Reflecting on our hypothesis—i.e., target stimulation aids injured RGCs, potentially via retrograde transport of neurotrophic factors—several of the detected pathways could be linked to RGC survival and/or axonal outgrowth. Examples include the GDNF Family Ligand-Receptor Interactions, CREB Signaling in Neurons, IL-8 Signaling, STAT3, RAC Signaling, TGF-β Signaling, IL-2 Signaling and Neuregulin Signaling pathways (Figure 8b). 

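Most STAT3 target genes were higher in the RGCs of stimulated glaucomatous mice, as were most markers of rods and Müller glia. In “OHT + DREADD” vs. “OHT”, 11 of 12 STAT3 targets were higher, by a median of 0.79, 0 was called over all genes tested and 4 passed when adjusted over the list alone: *Fos*, *Stat3*, *Bcl3* and *Junb* (camera, adjusted p = 0.0039, and adjusted p = 0.36 with an estimated correlation). *Stat3*, on chromosome 11 from 100885098 to 100939540 of mm10, stood at 79.8 ± 62.9 CPM (SD, n = 10) against 39.1 ± 17.1 CPM (SD, n = 11), a log2 fold change of 1.03 (standard error 0.30, adjusted p = 0.20). *Junb* stood at 2.07 (standard error 0.69, adjusted p = 0.21). *Bcl3* had 24 counts in 4 libraries of “OHT + DREADD”. Upon OHT the median of this list was above 0 as well. Without “OHT + DREADD” replicates 2, 9 and 10, left out after their values were seen, the adjusted p of the list was 0.30. In the same comparison 12 of 14 rod markers were higher (median 0.43; camera, adjusted p = 0.44, and adjusted p = 0.93 with an estimated correlation), as were 9 of 9 Müller glia markers (median 0.35), and 16 of 18 RGC markers were lower.
Late response genes, which CREB drives in active neurons, were higher for 14 of 19 upon stimulation (median 0.30), and 0 was called or passed when adjusted over the list alone, with 3 at an unadjusted p under 0.05 (camera, adjusted p = 0.20, and adjusted p = 0.37 with an estimated correlation). *Gpr3* had reads in 8 libraries of “OHT + DREADD” and 2 of “OHT”, a log2 fold change of 3.46 (standard error 1.21, adjusted p = 0.23), *Penk*, of the opioid precursor proenkephalin, stood at 1.10 (standard error 0.48, adjusted p = 0.49) and *Scg2*, of neuropeptide vesicles, at 0.30 (standard error 0.14, adjusted p = 0.56). Because the “OHT” libraries serve in both comparisons, opposite signs of a gene in them are not independent.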

Notably, CREB Signaling in Neurons and STAT3 pathways were altered in the opposite direction as compared to the “OHT” vs. “SHAM” transcriptome of the RGCs, i.e., decreased upon glaucomatous injury, yet activated upon application of chronic DREADD stimulation in the superior colliculus. In total, 24 upstream regulators (21 activated and 3 inhibited, Supplementary File S4) were identified by IPA. Predicted activated upstream regulators comprised various growth factors—e.g., AGT, TGFB3 and FGF21, including neurotrophic factors BDNF, HGF and NGF (Table 3). 

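Of the genes of these factors, those that could be tested had positive log2 fold changes in the RGCs of stimulated mice, and none passed. *Agt*, of the precursor of angiotensin, stood at 6.34 ± 6.67 CPM (SD, n = 10) in “OHT + DREADD” and 2.26 ± 2.38 CPM (SD, n = 11) in “OHT”, a log2 fold change of 1.47 (standard error 0.79, adjusted p = 0.65). *Tgfb3*, of transforming growth factor beta, stood at 7.08 ± 3.43 against 6.66 ± 4.02 CPM, at 0.091 (standard error 0.43, adjusted p = 1.00). *Bdnf* stood at 14.6 ± 8.93 against 11.7 ± 5.98 CPM, at 0.32 (standard error 0.36, adjusted p = 0.94). *Hgf* had 129 counts in 7 libraries of “OHT + DREADD” and 60 counts in 2 libraries of “OHT”, at 1.22 (standard error 1.15, adjusted p = 0.90). *Fgf21*, of a metabolic hormone, was listed at 0 in all RGC samples. Of the growth factor and receptor genes that the paper names as regulators, 9 were tested, 6 were higher and 0 was called. Over that list alone 1 passed, but it came from the paper's predictions on these samples. Genes that growth factors induce through ERK were higher for 9 of 13 (median 0.43), and *Spry2*, an inhibitor of receptor tyrosine kinase signaling, passed when adjusted over the list alone, at 1.09 (standard error 0.33, adjusted p = 0.20) (camera, adjusted p = 0.14, and adjusted p = 0.36 with an estimated correlation).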

Growth factors that were indicated as important upstream regulators were, however, not detected as DEGs. 

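In the RGCs, 14 of 25 growth factor genes were higher and 11 lower upon stimulation, and 0 was called or passed when adjusted over the list alone. Their median log2 fold change was 0.15 and their mean -0.052, of opposite sign (camera, adjusted p = 0.44, and adjusted p = 0.55 with an estimated correlation). At an unadjusted p under 0.05 stood 3 of them. These were *Artn*, a ligand of the GDNF family, with 102 counts in 7 libraries of “OHT” and 4 counts in 4 libraries of “OHT + DREADD” (adjusted p = 0.21), *Bmp2*, which was higher, and *Fgf2*, a survival factor of RGCs, at -3.16 (standard error 1.48, adjusted p = 0.54). *Fgf9* stood at 0.51 (standard error 0.27, adjusted p = 0.64) and *Igf1* at -0.13 (standard error 0.25, adjusted p = 0.98). *Egf* stood at -0.96 (standard error 1.17, adjusted p = 0.95), and *Ntf3*, of neurotrophin 3, was listed at 0 in all RGC samples. Simulated genes with the spread of these libraries and a log2 change of 1.5 were called in 53% of cases and those with 3 in 92%, so smaller changes of a growth factor gene could have been missed. The simulated genes were drawn from those with more counts than *Artn*, for example, so larger changes of such a gene could have been missed too. The simulation changed 100 genes by each size at once, which loosens the cut on the adjusted p. Where fewer genes change, the share called can be lower.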

Neurotrophic receptor tyrosine kinase 1 (NTRK1)—which is regulated by neurotrophins NGF, NTF3 and BDNF—was also appointed as an activated transcriptional regulator.

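Among the receptors of neurotrophins, *Ntrk2*, of TrkB, stood at 49.3 ± 15.4 CPM (SD, n = 10) in “OHT + DREADD” and 42.0 ± 16.3 CPM (SD, n = 11) in “OHT”, with a log2 fold change of 0.23 (standard error 0.22, adjusted p = 0.91) from edgeR's quasi-likelihood test, *Ntrk3*, of TrkC, at -0.29 (standard error 0.48, adjusted p = 0.98) and *Ngfr* at -0.20 (standard error 0.21, adjusted p = 0.93). Of 21 receptor genes, 14 were higher and 0 was called (2 at an unadjusted p under 0.05; camera, adjusted p = 0.20, and adjusted p = 0.36 with an estimated correlation). When adjusted over the list alone, *Gfra3*, the receptor of artemin, was higher, with 39 counts in 2 libraries of “OHT + DREADD” and 0 in “OHT”.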

#### 3.3.2. Chronic Collicular Stimulation Does Not Alleviate RGC Injury in Glaucomatous Mice

To explore the effect of chronic target stimulation on RGC functionality in our mild glaucomatous pathology, three in vivo read-outs were assessed: IOP, anterior chamber depth and pSTR measurements (Figure 9a–c). All measurements were performed on each of the four experimental groups—i.e., “SHAM”, “OHT”, “SHAM + DREADD” and “OHT + DREADD”. To start, DREADD stimulation without the induction of OHT (“SHAM + DREADD”) had no effect on any measured parameter: “SHAM + DREADD” mice show no rise in IOP, no increase in anterior chamber depth and no changes in pSTR amplitude as compared with “SHAM” mice. Induction of glaucomatous pathology, however, significantly raised the IOP (+26.29 ± 3.45%) and anterior chamber depth (+17.20 ± 2.70%) in “OHT” mice as compared with “SHAM” controls (Figure 9a,b). DREADD stimulation in OHT mice (“OHT + DREADD”) did not affect these inclines: +24.62 ± 4.77% and +21.48 ± 3.45% for the IOP and anterior chamber depth measurements, respectively (Figure 9a,b). As previously reported, the murine microbead occlusion model induces a mild pathology in which early signs of RGC injury are best evaluated via functional pSTR recordings [24]. Indeed, the amplitude of STR recordings is significantly lower in “OHT” mice (−16.40 ± 3.85%) as compared to “SHAM” mice. Unfortunately, DREADD stimulation in OHT mice did not avert this decline in RGC functionality as the pSTR response of “OHT + DREADD” mice was still significantly reduced, as compared to “SHAM” (−24.47 ± 3.74%) and “SHAM + DREADD” mice (−26.10 ± 3.50%), and no difference in pSTR response was observed between “OHT” and “OHT + DREADD” mice (Figure 9c). As such, chronic chemogenetic stimulation of the superior colliculus did not alleviate RGC damage in the microbead occlusion model.

## 4. Discussion

The overall goal of this study was two-fold; we aimed to evaluate (i) the molecular signature of the superior colliculus after artificially and chronically enhancing neuronal activation, and (ii) whether this chronic target stimulation could contribute to the health of connecting, unstimulated RGCs upon glaucomatous injury, both on a transcriptional and functional level.

### 4.1. Growth Factors Are Key Regulators of the Transcriptomic Changes upon Chronic DREADD Activation

There is a dynamic interplay between neuronal activation and neurotrophic factor signaling, which is highly evidenced for the neurotrophic factor BDNF. Regulation of BDNF is shown to be activity-dependent: upon neuronal activation, its expression [35,36,37,38] and secretion [39,40,41,42,43] is augmented, pro-BDNF is converted into mature BDNF [39] and its receptor Tropomyosin receptor kinase B (TRKB) is recruited to the plasma membrane [44,45,46]. Given this tight linkage, we hypothesized that artificially stimulating neuronal activation via DREADDs could also induce a gulf of BDNF or other neurotrophic factors. As neurotrophic factors are considered as generic mediators of neuronal homeostasis and survival, this elicited gulf could entail neuroprotective effects after glaucomatous injury.

Profound knowledge on the precise molecular underpinning of (chronic) DREADD activation is largely lacking. Few studies that have offered an unbiased interrogation of the underlying transcriptomic/proteomic profiles, as reviewed in [17], have highlighted an important role for BDNF signaling. For example, Hallock et al. [47] found an activity-dependent upregulation of several genes in the BDNF-TRKB signaling pathway after chemogenetic activation of the medial prefrontal cortex in the adult murine brain. Similarly, RNA sequencing pinpointed BDNF signaling as an important mediator of suppressing antianxiety-like behavior and neurogenesis upon chemogenetic activation of dorsal dentate gyrus neurons in adult mice [48]. Targeted studies to evaluate BDNF signaling upon chemogenetic neuronal activation also confirmed an upregulation of BDNF. Xia et al. [49] have reported that BDNF protein levels decreased upon silencing of dopaminergic neurons and that, vice versa, neuronal activation increased BDNF levels. Similarly, Blázquez et al. [50] have confirmed increased *Bdnf* mRNA levels upon activation of dorsolateral striatal neurons in mice. Lastly, Xiu et al. [51] showed beneficial effects of BDNF supplementation in mouse models of obesity and diabetes, effects that could be mimicked with chronic neuronal activation of the dorsal raphe nucleus. In our study, an important role is also assigned to growth factors in general, and neurotrophic factors in particular. Although not detected as DEGs at the sampled timepoint, various enriched signaling pathways—e.g., GDNF-, HGF-, NGF- and Neurotrophin/TRK Signaling pathways—and upstream regulators—e.g., BDNF, HGF and NGF—can be linked to neurotrophic factor signaling. Our results provide additional proof that in vivo stimulation of neuronal activity in the superior colliculus via DREADDs induces transcriptomic regulation by growth factors, even after chronic neuromodulation.

### 4.2. Transcriptomic Analysis Confirms the Pro-Survival Effects of Chronic Collicular Stimulation on Glaucomatous Retinal Ganglion Cells

Throughout the central and peripheral nervous system, neurotrophic factors are well-known for their role as long-distance, retrograde modulators [43,52,53,54,55]. In the visual system, several reports have indeed proposed that neurotrophic factors are part of the retrograde cargo that is transported towards the RGCs. Neurotrophic factors were shown to travel retrogradely towards the retina when exogenously supplied in RGC target areas in the adult rodent brain [56,57,58,59], as reviewed in [9]. Moreover, RGCs respond to BDNF administration in a postsynaptic target area of developing tadpoles, a response that could be abolished by blocking axonal transport or TRKB receptors [60]. According to the neurotrophic factor deprivation theory in glaucoma, these retrogradely transported factors are crucial for RGC survival upon injury. Indeed, Chou et al. showed that RGC functionality declines when retrograde signaling is impaired in the adult mouse visual system. The authors link this observation with a lack of target-derived factors and propose BDNF as the most likely candidate [61]. As such, neurotrophic factors, and especially BDNF, are deemed important cargo on the axonal highway throughout the nervous system, including the retinocollicular system.

Given the detected boost of growth factors upon chronic collicular stimulation (Cfr. Section 3.2) and their role as retrograde modulators of neuronal survival, we hypothesized that this boost could affect the survival of unstimulated, connecting RGCs via retrograde signaling. Indeed, on top of a local involvement of growth factors in the stimulated area, chronic target stimulation also elicited a similar response in the transcriptome of distantly located RGCs. The neurotrophic factors BDNF, HGF and NGF were predicted as activated upstream regulators in both the RGC and collicular samples upon chronic DREADD stimulation in mild glaucomatous mice. Moreover, the signaling pathway CREB Signaling in Neurons was found to be enriched, and several IEGs like *Fos* were detected as DEGs (Cfr. Section 3.3). Axonal BDNF signaling is indeed shown to exert its effects via CREB signaling [55,62,63] and early gene expression [55,63,64]. This emphasizes the occurrence of retrograde growth factor signaling upon chronic neuronal stimulation of collicular nuclei, possibly contributing to pro-survival and/or pro-regenerative effects upon glaucomatous injury.

Both BDNF and NGF are known promoters of RGC survival upon glaucomatous injury and their application as potential neuroprotective drugs in glaucoma management is well-studied [65]. BDNF has also been pushed forward as the most likely retrograde modulator, while other factors, such as hepatocyte growth factor (HGF), could also be involved. In the superior colliculus, HGF signaling is amongst the top enriched signaling pathways. Studies on HGF in literature are limited, especially in comparison to studies employing BDNF or NGF, yet its retinal expression and neuroprotective/regenerative effects after lesion have been studied in adult rodents [66,67,68]. Wong et al. compared the protective and regenerative effects of BDNF, CNTF and HGF and concluded that HGF excels in long-term neuroprotection and regeneration of RGCs upon axonal injury [68]. These studies, however, also pinpoint how the neuroprotective functions of HGF are correlated with its concentration and how relatively high levels of HGF are needed to confer neuroprotection. While HGF was not detected as a DEG in the RGC transcriptome of DREADD stimulated glaucomatous mice, our study suggests that studying HGF signaling upon glaucomatous injury might be a fruitful area for further work.

#### Growth Factor Signaling Versus Axonal Regeneration and Dendritic Remodeling

Chronic chemogenetic activation of neurons has been previously reported to stimulate axonal regeneration [69,70,71]. As such, it is possible that target stimulation also affects the axonal compartment and instigates axonal repair/regrowth. Varadarajan et al. have shown that chronic DREADD stimulation of a postsynaptic target area after a distal optic nerve crush promotes regeneration of adult RGCs, yet the authors did not report on RGC loss and concurrent rescue [72]. Also in our study, some hints towards an effect on axonal regeneration can be found. Indeed, the canonical pathway Axonal Guidance was predicted to be activated, and the pleiotropic cytokine interleukin-6 (IL-6) was detected as an important activated upstream regulator in the RGC transcriptome. IL-6 is typically associated with pro-regenerative capacities in injured RGCs [73,74,75], and it has been shown that IL-6 deficiency negatively impacts axonal transport and structure [76]. Other pathways linked with RGC regeneration upon optic nerve injury that were enriched in our study are STAT3 [77,78] and RAC [79] Signaling. Besides axonal degeneration, alterations in dendritic arbors are also denoted upon RGC damage in multiple animal models of glaucoma [18,24,80,81,82,83,84,85,86]. Interestingly, the RAC Signaling pathway has also been linked with dendritic remodeling of RGCs [87]. Similarly, CREB Signaling (Cfr. Section 4.2) has been shown to be involved in retrograde BDNF-induced dendritic arborization in cortical neurons [55].

### 4.3. Why Do These Pro-Survival Cues Not Result in Improved RGC Health?

We previously showed that repeated optogenetic stimulation attained RGC survival in an acute laser photocoagulation glaucoma model [14]. The current study reveals a boost of growth factors and the enrichment of several pro-survival and/or pro-regenerative pathways in the glaucomatous RGCs upon chronic chemogenetic activation of superior colliculus nuclei, all hinting towards a retrogradely induced protection of RGCs. Unexpectedly, our strategy did not confer (functional) neuroprotection in vivo, as measured via electroretinography—i.e., pSTR recordings. In sharp contrast, the disease signature marked by the glaucomatous injury on a transcriptomic level was partially reversed by our strategy of target stimulation. For example, several apoptosis activators—e.g., *Hipk1* [88], *Ppp1t14b* [18], and *Prima-1* [89]—were upregulated in glaucomatous RGCs, yet downregulated upon target stimulation. Conversely, genes that were downregulated in glaucomatous RGCs and upregulated upon treatment can be linked with RGC protection and/or axonal regeneration/repair, such as *Igfbpl1, Islr, Fosl2* and *Glipr2*. *Igfbpl1* is linked to IGF signaling and optic nerve protection and repair [90], whereas *Islr* is involved in NGF and GDNF signaling and axonal growth during development [91,92]. *Fosl2* contributes to the delay of RGC death upon disruption of JUN activity [93], and *Glipr2* is linked to ERK1/2 activation, which plays a key role in RGC protection after OHT [94,95]. This all highlights that the strategy of arming RGCs against glaucomatous injury by target stimulation still holds potential, yet many complex mechanisms might be at play that prevent ultimate neuroprotection. We can also not rule out that the injury introduced by our mild glaucoma model was too limited, both in terms of the extent and number of affected RGCs, to chart neuroprotective effects. However, the lack of a neuroprotective effect in our more chronic set-up could also be inherent to chronic DREADD neuromodulation (Section 4.3.1), attributable to the complexity of neurotrophic factor signaling (Section 4.3.2) or as a result of a duality in functioning of detected DEGs and transcriptional regulators (Section 4.3.3).

#### 4.3.1. Hazards of Chronic DREADD Stimulation: Receptor Desensitization and Neuroadaptive Changes

Neuromodulation via optogenetic versus DREADD stimulation is markedly different in terms of time scaling (i.e., minutes vs. hours/days, respectively), as well as the mechanism of activation (i.e., ionotropic vs. metabotropic, respectively) [15,16,96]. DREADDs are—besides their responsiveness to CNO instead of acetylcholine—identical to endogenous G protein-coupled receptors (GPCRs). Their activation sets off a chain reaction in which intracellular messengers are amplified, and numerous intracellular signaling pathways are altered. This induces a number of physiological responses, including the activation of ion channels and thus, neuronal activation [97]. As such, DREADDs provide a rather indirect way of neuronal activation, as compared with more direct optogenetic stimulation [98]. Hence, given these differences between both neuromodulation techniques, it is possible that the pro-survival effects of optogenetics cannot be extrapolated to chemogenetic stimulation.

GPCRs are also well-studied in the field of receptor desensitization, i.e., a diminished or absent receptor response upon repeated activation [99,100,101,102]. To define a suitable CNO administration scheme for chronic DREADD stimulation, neuronal activation was evaluated via the expression of the IEG c-Fos. No signs of receptor desensitization were detected, although it should be noted that c-Fos expression only gives a binary answer (yes/no) to the question—i.e., is there still neuronal activation upon repeated stimuli—and cannot be used to study firing pattern/frequency. To draw definite conclusions regarding receptor desensitization, firing rate profiles could be studied via in vivo electrophysiological recording. Up till now, an optimal CNO administration scheme that elicits continuous DREADD activation, without the occurrence of receptor desensitization remains to be studied in more detail. Examining the DEGs detected in the chronically stimulated superior colliculus reveals that most can be appointed as IEGs. This finding could indicate that our sampling was performed too early—i.e., 2 h post CNO injection—to detect ensuing gene expression changes downstream of the IEGs, yet signifies that neuronal activation was provoked upon continued DREADD stimulation. Further studies with more focus on receptor desensitization upon chronic chemogenetics are, however, recommended. One interesting approach to start with would be to compare the transcriptome of acute vs. chronically DREADD stimulated neurons.

#### 4.3.2. Complexity of Neurotrophic Factor Signaling

This study was set up with the hypothesis that artificially enhancing neuronal activity in the superior colliculus might be an unbiased approach to induce a retrograde cocktail of survival factors essential for RGC survival after injury. This way, neither the identity nor dosage of each factor has to be determined, which contrasts with a targeted approach, in which a single, predefined neurotrophic factor is often administered at high doses. Chemogenetic target stimulation might induce a more endogenous-like secretion of the currently unidentified retrograde survival cocktail. Given the high heterogeneity within the RGC population, we hypothesized that this comprehensive approach, including multiple survival factors, might be required to protect the complete array of RGCs. The current study indicates that neuromodulatory approaches are possibly not mimicking this endogenous survival cocktail, being perhaps far from a physiological response. Although used as pharmacological agents, the machinery of growth factors, and especially neurotrophic factors, is well-known to be particularly prone to receptor desensitization upon repeated presentation. Indeed, following repeated BDNF applications in retina as well as in the superior colliculus, downregulation of the TRKB receptor was observed [103,104]. Hence, researchers have been exploiting combinatorial approaches, i.e., enhancing both neurotrophic factor and TRKB signaling [105,106]. The unanticipated finding of our study—that chronic target stimulation via chemogenetics does not rescue RGC functionality after glaucomatous injury—may be attributed to the complex nature of growth factor signaling. More knowledge generating research linking the effects of neuromodulation and the complexity of neurotrophic factor machinery is thus needed.

Another plausible explanation could be that target-derived factors support RGC survival but fall short without any other coping strategy. Local neurotrophic factor supplementation in different glaucoma animal models has been extensively explored, with encouraging results as these studies have repeatedly demonstrated the undeniable neuroprotective power of neurotrophic factors. A common obstacle of those studies has been the transient character of the intervention: RGC loss was delayed, yet not prevented. This has led to the hypothesis that local neurotrophic factor availability aids the RGCs at early injury stages, but target-derived factors must come into play for long-term preservation of RGC functionality [9,10]. As we only focused on target-derived support, we cannot exclude the possibility that local intervention might be required in parallel.

#### 4.3.3. Duality in Functioning: Pro-Apoptosis or Pro-Survival?

A last explanation is the duality in the functioning of detected DEGs and predicted upstream regulators. For example, *Egr1* and *Bmp2* are upregulated in injured RGCs upon chronic target stimulation, and both are linked to the induction of apoptosis (Cfr. Section 3.3). Upregulation of *Egr1* has also been detected in the transcriptome of RGCs upon axonal injury [18,107] and *Bmp2* was upregulated in response to glaucomatous injury [108]. The expression of these genes could be part of the injury response leading to neurodegeneration, while also serving as an endogenous protective response of injured RGCs in an attempt to promote their own survival. Moreover, several of the detected upstream regulators have been shown to modulate different functions depending on the biological context, potentially rendering opposite results—i.e., cell death vs. survival. For example, TNF, HIF1A, IL3 and IL6 were predicted as important, activated upstream regulators in the glaucomatous RGCs upon chronic target stimulation, yet are known to exert bidirectional effects on neuronal survival. TNF is generally assumed to trigger neurodegeneration but it has also been reported that TNF can promote, depending on the balance of certain signaling pathways, survival signals in RGCs [109]. Similarly, HIF1A can promote RGC degeneration under hypoxia, whereas under normoxia, it provokes RGC survival [110]. IL3 and IL6 are both typical pro-inflammatory molecules and shown to be upregulated by injured RGCs following IOP elevation [74,111]. However, these cytokines can also promote RGC survival [111,112]. As the final biological function of a regulator depends on a complex interplay between diverse receptors and intracellular signaling pathways, an interplay which also depends on the site of signal initiation (dendrites vs. cell body vs. axon terminals), predicting the final outcome on RGC death or survival is highly complicated.

## 5. Conclusions

Chronic chemogenetic activation of the superior colliculus in the adult murine visual system elegantly phenocopies the a priori hypothesized activation of growth factors as upstream transcriptional regulators. This predicted boost was not confined to the stimulated area, yet also retrogradely spread to afferent, unstimulated RGCs. Despite this pro-survival boost and a partial reversal of the disease signature, the glaucomatous injury introduced by the microbead occlusion glaucoma model was not alleviated by chronic target area stimulation. This finding was unexpected as we previously showed that optogenetic target stimulation in an acute glaucoma model did promote RGC survival. The lack of neuroprotective effect upon chronic chemogenetics may be attributed to the complex intricacies of this study, including established hurdles of chronic neuromodulation, neurotrophic factor signaling, treatment strategies in glaucoma research, or a combination thereof. Some interesting future research avenues include in-depth studies of the molecular/cellular effects upon chronic neuromodulation with a focus on desensitization and other neuroadaptive changes, deciphering the complexity of continued neurotrophic factor stimulation, the evaluation of combinatorial approaches—i.e., local and target neurotrophic factor support in parallel—, and lastly, an unbiased screening of the “brain-to-eye” transportome. This could pinpoint novel, target-derived survival factors, thereby complementing the study by Schiapparelli et al., who investigated the anterograde eye-to-brain by the in vivo tagging of newly synthesized proteins in the retina and subsequent proteomic screening of the superior colliculus, the lateral geniculate nucleus and the visual cortex [113,114]. These studies will provide fruitful insights for researchers applying chronic neuromodulation via chemogenetics in their studies and for the glaucoma research field. Nevertheless, our study provides evidence to support existing hypotheses regarding neurostimulation and retrograde transport. It provides a comprehensive first glimpse on possible neurotrophic actions upon chronic stimulation of a postsynaptic target area within the glaucomatous visual system. Even though RGC rescue from glaucomatous injury was not achieved, chronic chemogenetic stimulation of the superior colliculus did partially reverse the disease signature of glaucomatous RGCs and elicited promising pro-survival signaling pathways.

## Figures and Tables

**Figure 1:**
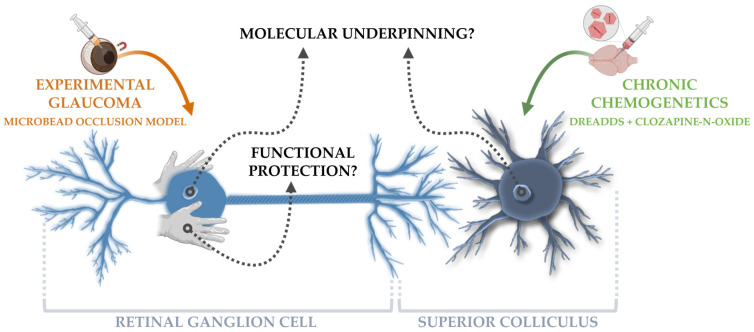
Brief overview of the study design. To explore the role of chronic target activation on the health of retinal ganglion cells (RGCs) upon glaucomatous injury, the microbead occlusion model was used to induce a glaucomatous-like pathology in the murine eye and the DREADD toolbox was applied in the superior colliculus as a chronic chemogenetic neuromodulation tool. Next, the molecular underpinning of these techniques was evaluated via bulk RNA sequencing on collicular lysates and isolated RGCs, whilst probing the functionality of injured RGCs.

**Figure 2:**
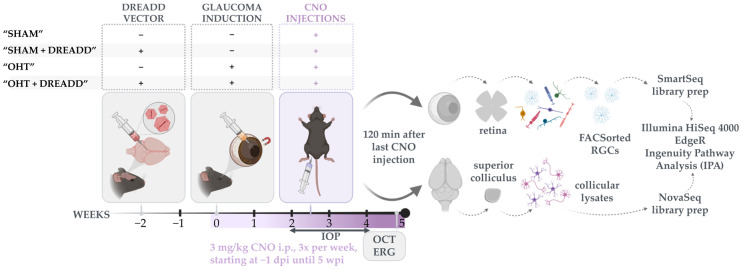
Schematic diagram of the experimental design. Two weeks after DREADD or null vector injections in the superior colliculus, ocular hypertension (OHT) was induced via intracameral injection of magnetic microbeads versus saline for SHAM controls. All mice received clozapine-N-oxide (CNO) injections (i.p., 3 mg/kg, 3 days/week), starting 1 day before glaucoma induction until five weeks later. As depicted, four experimental groups were included in this study: “SHAM”, “OHT”, “SHAM + DREADD” and “OHT + DREADD”. Assessed read-outs were longitudinal intraocular pressure measurements (IOP) and several endpoint (five weeks post injury) measurements: optical coherence tomography (OCT), electroretinography (ERG), and bulk RNA sequencing. For the bulk RNA sequencing study, both collicular lysates, as well as isolated RGCs via fluorescence-activated cell sorting (FACS) were collected. Downstream analysis was performed with EdgeR and Ingenuity Pathway Analysis (IPA).

**Figure 3:**
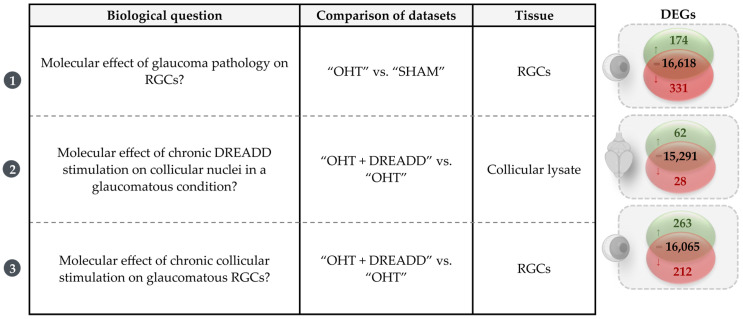
Overview of the biological questions uncovered in this study and the detected differentially expressed genes (DEGs) of these dataset comparisons. DEGs were identified based on the amplitude and statistical significance of the log fold change expression level (FDR < 0.1 and |log fold change| > 1.3 for the RGC samples vs. > 0.5 for the collicular samples). Up- and downregulated DEGs are shown in green and red, respectively, together with the unaltered genes in black.

**Figure 4:**
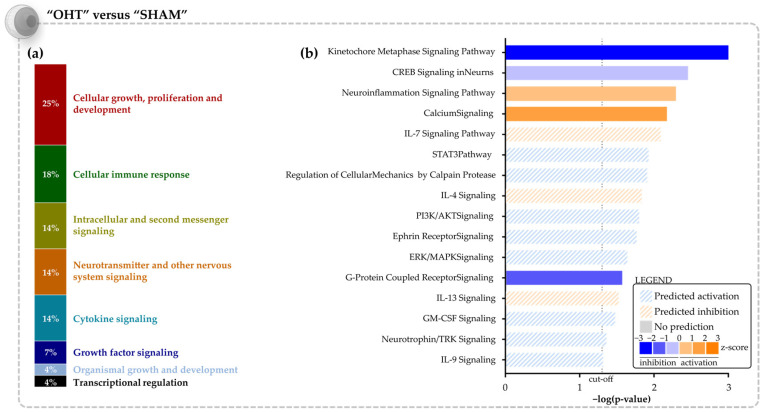
Canonical Pathway analysis in the glaucomatous RGC transcriptome (“OHT” vs. “SHAM” RGCs). (**a**) Overarching categories to which the altered canonical pathways belong. (**b**) List of altered signaling pathways relevant to the biological question (FDR ≤ 0.1, −log (*p*-value) ≥ 1.30, Fisher’s exact test). A list of all significantly altered canonical pathways is provided in Supplementary File S2. IPA predictions are algorithm- (based on z-score, filled bars) or user-defined (striped bars). Pathways that are predicted to be upregulated are shown in orange, those predicted downregulated in blue.

**Figure 5:**
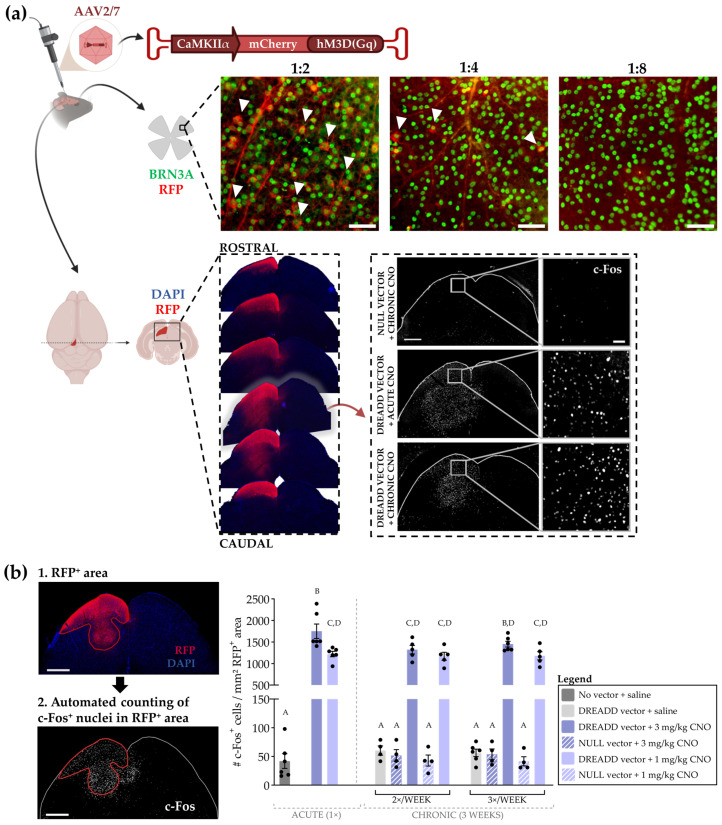
Optimization of the chronic DREADD toolbox in the retinocollicular system. (**a**) An hM3D(Gq) DREADD vector was unilaterally injected in the superior colliculus at a dilution series to exclude retrograde retinal transduction. Upon a dilution of 1:8, no transduction of RGCs was observed. For this dilution, representative images of the superior colliculus are shown, revealing a baseline c-Fos expression 2 h after CNO injection(s) upon null vector injection, versus a clear upregulation of c-Fos expression upon DREADD expression and CNO injection(s). Scale bar = 500 µm and 50 µm for magnified panels of the retina/superior colliculus. (**b**) Quantitative measurements of c-Fos^+^ density confirmed this qualitative observation: repeated CNO injections still elicit an upregulation of c-Fos expression, identical to an acute injection, independent of the CNO (3 vs. 1 mg/kg bodyweight) concentration or stimulation scheme (single injection vs. two or three times per week for three consecutive weeks). Control conditions included naive, dark-adapted mice with saline stimulation (dark grey), mice transduced with DREADD vector and saline stimulations (light grey) and mice transduced with null vector together with repeated CNO injections (striped bars), all revealing baseline neuronal activity. Uppercase letters were used to indicate statistical significance, with different letters representing significant differences (two-way ANOVA, *n*= 4–6 mice, *p* ≤ 0.05).

**Figure 6:**
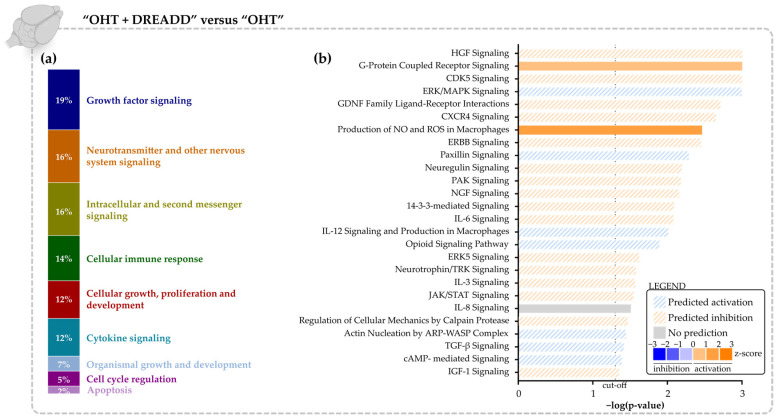
Canonical Pathway analysis in the “OHT + DREADD” vs. “OHT” dataset of the collicular transcriptome. (**a**) Overarching categories to which the altered canonical pathways belong. (**b**) List of altered signaling pathways, relevant to the biological question (FDR ≤ 0.1, −log (*p*-value) ≥ 1.30, Fisher’s exact test). A list of all significantly altered canonical pathways is provided in Supplementary File S3. IPA predictions are algorithm- (based on z-score, filled bars) or user-defined (striped bars). Pathways that are predicted to be upregulated are shown in orange, those predicted downregulated in blue. A grey bar indicates that no prediction could be made.

**Figure 7:**
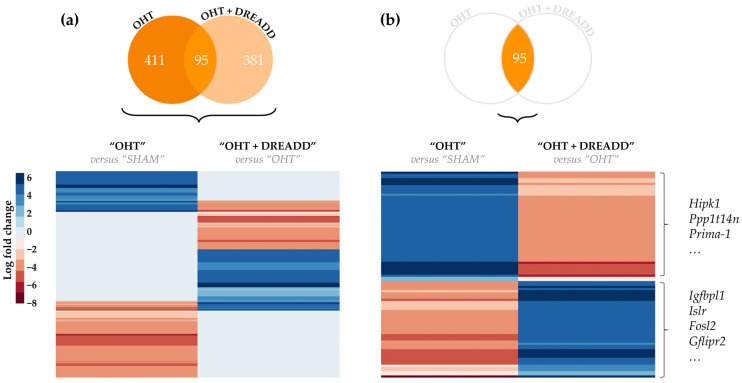
Heatmaps of the differentially expressed genes (DEGs) detected in the “OHT” vs. “SHAM” and “OHT + DREADD” vs. “OHT” comparisons of the RGC transcriptome. (**a**) Comparing the gene expression of all DEGs—i.e., unique and shared DEGs between both datasets—showed that chronic target stimulation partially reversed the disease signature. (**b**) This reversal of disease signature is emphasized when only plotting the shared DEGs. Red and blue colors denote a decreased (log fold change < −1.3) and increased (log fold change > 1.3) gene expression, respectively, whereas a white color represents genes that were not differentially expressed.

**Figure 8:**
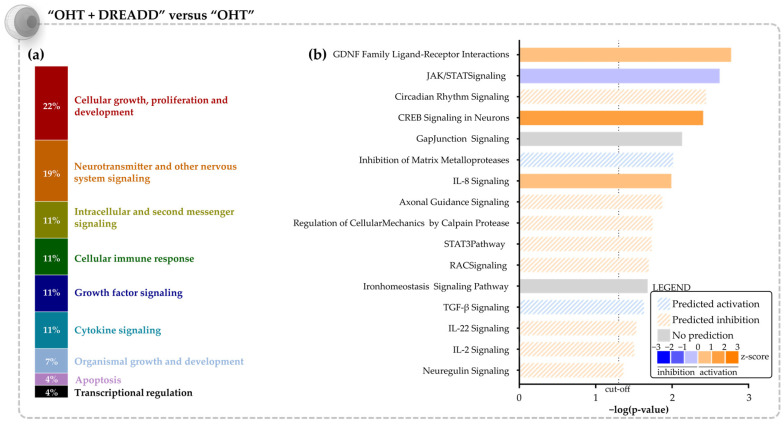
Canonical Pathway analysis in the “OHT + DREADD” vs. “OHT” dataset of the RGC transcriptome. (**a**) Overarching categories to which the altered canonical pathways belong. (**b**) List of the altered signaling pathways, relevant to the biological question (FDR ≤ 0.1, −log (*p*-value) ≥ 1.30, Fisher’s exact test). A list of all significantly altered canonical pathways is provided in Supplementary File S4. IPA predictions are algorithm- (based on z-score, filled bars) or user-defined (striped bars). Pathways that are predicted to be upregulated are shown in orange, those predicted downregulated in blue. A grey bar indicates that no prediction could be made.

**Figure 9:**
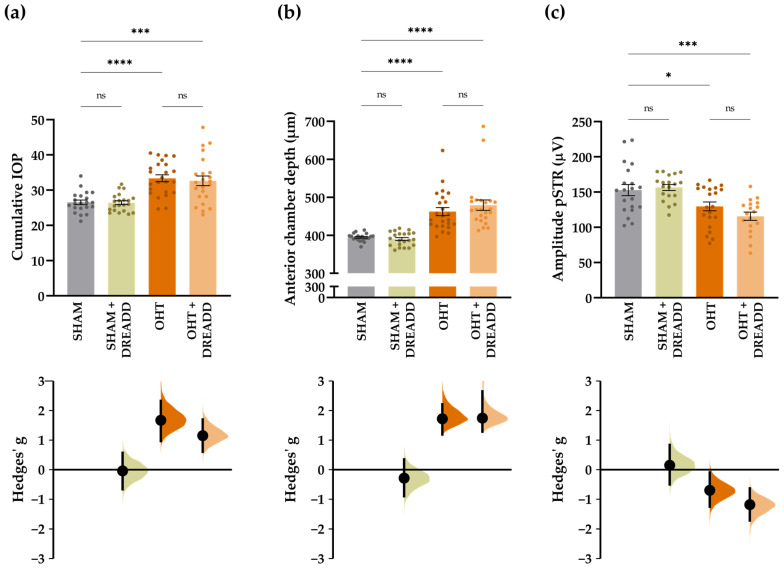
One-way ANOVA and estimation statistics (Hedges’ g) on different read-outs to probe glaucoma induction and progression (*n* = 18–24 mice). (**a**) Cumulative IOP, defined as the area under the curve of IOP measured at 2, 3 and 4 weeks post injury, was elevated upon OHT induction—i.e., in “OHT” and “OHT + DREADD mice”—and unaltered in “SHAM + DREADD” mice as compared with “SHAM” controls. (**b**) Similarly, anterior chamber depth was elevated five weeks after OHT induction, yet not upon DREADD stimulation alone as compared with “SHAM” controls. (**c**) “SHAM + DREADD” mice showed a similar pSTR response as “SHAM” mice, whereas this response was significantly lower in “OHT” and “OHT + DREADD” mice as compared with “SHAM” mice. The pSTR response was identical in “OHT” and “OHT + DREADD” mice, revealing that DREADD stimulation of the superior colliculus did not rescue RGC functionality in mild glaucomatous mice. Mice with a pupil diameter < 1 mm were excluded. Key: ns = non-significant, * *p* ≤ 0.05, *** *p* ≤ 0.001 and **** *p* ≤ 0.0001. Mean values and estimation statistics are listed in Supplementary File S6, Tables S1 and S2.

**Table 1:** Upstream regulators identified as significantly inhibited in the “OHT” RGCs as compared to “SHAM” RGCs (FDR ≤ 0.1, *p*-value of overlap ≤ 0.01, |z-score| ≥ 1.95).

Upstream Regulator	Expr Log Ratio	Molecule Type	Activation z-Score	*p*-Value of Overlap	Target Molecules in Dataset
BMP2		growth factor	−2.58	3.71 × 10^−3^	*Bmp4, Col10a1, Fgfr2, Grem1, Ifi16, Nfatc1, Pth1r, Tagln*
STAT3	0.19	transcription regulator	−2.50	2.12 × 10^−4^	*Alas2, Bcl3, Cd274, Cd46, Ciita, Ect2, Fcgr1a, Ffar2, Hla-A, Ifi16*
SMARCB1	0.02	transcription regulator	−2.24	7.12 × 10^−3^	*Bmp4, Fcgr1a, Fcgr2a, Fgfr2, Ifi16, Il12b, Sgcg*
IFNAR1	−0.23	transmembrane receptor	−2.21	8.66 × 10^−3^	*Cd274, Ciita, Hla-A, Ifi16, Il12b, Socs1*
IL12B	−4.31	cytokine	−2.20	5.00 × 10^−4^	*Il12b, Lta, Pik3ap1, S100a9, Socs1*
IL4	−0.11	cytokine	−2.12	2.29 × 10^−4^	*Bcl3, Cd274, Cd8a, Ciita, Col6a3, Csf2rb, Cybb, Ephb4, Fcgr1a, Fcgr2a*
IL6		cytokine	−2.02	2.77 × 10^−5^	*Afp, Avp, Bcl3, Cd274, Cd46, Ces1, Ciita, Csf2rb, Cybb, Fcgr1a*
BRD4		kinase	−1.98	4.40 × 10^−5^	*Bcl3, Cd274, Fosl2, Insm1, Itga1, Loxl2, Map4k1, Mmachc, Pole2*

**Table 2:** Top 20 upstream regulators identified as significantly activated in the “OHT + DREADD” superior colliculus lysates as compared to “OHT” lysates (FDR ≤ 0.1, *p*-value of overlap ≤ 0.01, |z-score| ≥ 1.95). An entire list of upstream regulators is provided in Supplementary File S3.

Upstream Regulator	Expr Log Ratio	Molecule Type	Activation z-Score	*p*-Value of Overlap	Target Molecules in Dataset
CREB1	−0.23	transcription regulator	3.91	9.08 × 10^−11^	*Apold1, Csrnp1, Dio2, Dusp1, Egr1, Egr4, Errfi1, Fos, Fosb, Gpr3, Junb, Nr4a1, Nr4a3, Per1, Sik1, Tiparp*
EGF		growth factor	3.63	4.62 × 10^−9^	*Cxcl13, Dio2, Dusp1, Dusp4, Egr1, Errfi1, Fos, Fosb, Fosl2, Junb, Nr4a1, Nr4a3, Per1, Serpina3, Sh2b3*
IL1B	0.40	cytokine	3.51	7.74 × 10^−5^	*Csrnp1, Cxcl13, Ddit4, Dusp1, Egr1, Errfi1, Fos, Fosb, Junb, Nr4a1, Nr4a3, Serpina3, Slc2a1*
Insulin		group	3.12	9.86 × 10^−8^	*Cox6a2, Ddit4, Dusp1, Dusp4, Egr1, Errfi1, Fos, Fosb, Junb, Lpin1, Nr4a1, Nr4a3, Per1, Slc2a1*
CREB		group	3.02	1.71 × 10^−9^	*Cox6a2, Dusp1, Dusp4, Egr1, Egr4, Fos, Fosb, Junb, Nr4a1, Nr4a3, Per1, Slc2a1*
GPER1	0.28	G-protein coupled receptor	2.91	6.92 × 10^−13^	*Ddit4, Dusp1, Dusp4, Egr1, Errfi1, Fos, Fosb, Rasd1, Slc2a1*
IGF1	0.16	growth factor	2.90	2.10 × 10^−4^	*Ddit4, Dusp1, Egr1, Errfi1, Fos, Fosb, Junb, Nr4a1, Slc2a1*
TGFB1	0.31	growth factor	2.88	2.81 × 10^−5^	*Cxcl13, Cyp3a7, Ddit4, Dusp1, Dusp4, Egr1, Fos, Fosb, Fosl2, Junb, Klf2, Mboat2, Nr4a1, Nr4a3, Rasl11b, Rbpms, Serpina3, Slc2a1, Srsf2*
MAPK3	−0.08	kinase	2.77	2.97 × 10^−9^	*Dusp4, Egr1, Egr4, Fos, Fosb, Fosl2, Junb, Nr4a1*
F2		peptidase	2.72	4.79 × 10^−6^	*Cxcl13, Dusp1, Egr1, Fos, Fosb, Fosl2, Junb, Nr4a3*
TNF	0.36	cytokine	2.66	9.25 × 10^−5^	*Cxcl13, Depp1, Dpys, Dusp1, Dusp4, Egr1, Fos, Fosb, Fosl2, Junb, Klf2, Nr4a1, Nr4a3, Rasd1, Rbpms, Serpina3, Slc2a1, Tst*
FOXO3	−0.13	transcription regulator	2.63	2.55 × 10^−5^	*Ddit4, Depp1, Egr1, Egr4, Fos, Fosb, Junb, Sh2b3*
RELA	0.27	transcription regulator	2.61	2.34 × 10^−4^	*Dio2, Dusp1, Egr1, Fos, Fosb, Junb, Nr4a1, Nr4a3*
GNAS		enzyme	2.60	9.85× 10^−9^	*Arl4d, Fos, Fosl2, Gdf9, Nr4a1, Nr4a3, Rasd1*
IL6		cytokine	2.60	6.17× 10^−3^	*Cxcl13, Dusp1, Egr1, Errfi1, Fos, Junb, Lyz, Serpina3*
HGF	0.01	growth factor	2.58	1.63× 10^−3^	*Dusp4, Egr1, Errfi1, Fos, Fosb, Nr4a1, Nr4a3*
Pkc(s)		group	2.57	1.07 × 10^−5^	*Dusp1, Egr1, Fos, Junb, Nr4a1, Nr4a3, Per1*
BDNF	0.03	growth factor	2.57	2.35 × 10^−6^	*Dusp1, Dusp4, Egr1, Fos, Fosb, Nr4a1, Nr4a3, Sik1, Tiparp*
CSF1	0.24	cytokine	2.54	3.36 × 10^−5^	*Dusp1, Dusp4, Egr1, Fos, Junb, Klf2, Slc2a1*
NGF	−0.27	growth factor	2.48	3.04 × 10^−7^	*Dusp1, Dusp4, Egr1, Egr4, Errfi1, Fos, Fosl2, Junb, Nr4a1*

**Table 3:** Upstream regulators identified as significantly activated in the “OHT + DREADD” RGCs as compared to “OHT” RGCs (FDR ≤ 0.1, *p*-value of overlap ≤ 0.01, |z-score| ≥ 1.95).

Upstream Regulator	Expr Log Ratio	Molecule Type	Activation z-Score	*p*-Value of Overlap	Target Molecules in Dataset
HIF1A	0.47	transcription regulator	2.88	1.12 × 10^−3^	*Bmp2, Cavin2, Ccn3, Cdkn1a, Egfr, Eng, Fos, Gck, H4c15, Il17ra*
BDNF	0.26	growth factor	2.60	8.93 × 10^−3^	*Bmp2, Cdkn1a, Cebpb, Egr1, Egr2, Fos, Limk1, Mag, Nr4a1, Ryr1*
AGT	1.70	growth factor	2.56	3.54 × 10^−4^	*Adam12, Avp, Bmp2, C5ar1, Ccn3, Cdc20, Cdkn1a, Cox7a1, Crlf1, Egfr*
TGFBR2		kinase	2.55	7.71 × 10^−3^	*Bcat1, Bcl3, C15orf48, C5ar1, Cdkn1a, Cdkn2b, Runx2, Sdc1, Sh3bp2, Stc2*
TNF		cytokine	2.53	2.76 × 10^−6^	*Arrdc3, Avp, Bcl3, Bmp2, C15orf48, C5ar1, Card6, Cbr3, Ccn3, Cd55*
FOXO3	−0.31	transcription regulator	2.52	1.05 × 10^−4^	*Bmp2, Cdc20, Cdkn1a, Cdkn2b, Dok5, Egr1, Egr2, Fos, Lcp2, Mbnl1*
IL6		cytokine	2.45	1.44 × 10^−4^	*Avp, Bcl3, Bmp2, C5ar1, Cd74, Cdc20, Cdkn1a, Cdkn2b,* *Cebpb, Crlf1*
NGF		growth factor	2.40	1.59 × 10^−3^	*Cdkn1a, Dusp8, Egfr, Egr1, Egr2, Fos, Fosl2, Hrk, Nr4a1, Tnfr, sf12a*
MAPK3	0.01	kinase	2.39	3.20 × 10^−4^	*Cdkn1a, Cdkn2b, Egr1, Egr2, Fos, Fosl2, Nr4a1*
TGFB3	0.04	growth factor	2.36	1.65 × 10^−5^	*Adam12, Ccn3, Cdkn1a, Cdkn2b, Eng, Fos, Fosl2, Htra1, Sox9*
CSF2		cytokine	2.34	3.46 × 10^−5^	*Anln, Bcl3, C5ar1, Card6, Cd74, Cdc20, Cdkn1a, Cdkn2b,* *Dscc1, Egr1*
CHUK	−0.16	kinase	2.21	6.41 × 10^−5^	*Bmp2, Ccn3, Cdkn1a, Cebpb, Crlf1, Fos, Hla-A, Il22, Mt1, Mt2*
Ngf		group	2.21	1.44 × 10^−3^	*Cdkn1a, Egr1, Fos, Hrk, Nr4a1*
FGF21		growth factor	2.21	1.09 × 10^−3^	*Avp, Cox7a1, Cpt1a, Egr1, Fos*
EP300	1.00	transcription regulator	2.20	1.26 × 10^−4^	*Adam12, Card6, Cdkn1a, Cdkn2b, Cpt1a, Egr1, Egr2, Fndc3b, Fos, Fosl2*
IKBKB	−0.44	kinase	2.16	9.56 × 10^−4^	*Bmp2, Cdkn1a, Cebpb, Egr1, Fos, Hla-A, Mt1, Mt2, Ogn, S100a4*
HGF	1.12	growth factor	2.06	3.51 × 10^−3^	*Bmp2, Calcrl, Cdc20, Cdkn1a, Cdkn2b, Crlf1, Cry1, Dok5,* *Egr1, Emp2*
CXCL12	0.36	cytokine	2.05	1.41 × 10^−6^	*Avp, Bcl3, Bmp2, Egfr, Egr1, Fos, Itgax, Lcp2, Mmp11, Nr4a1*
IL3		cytokine	2.01	1.17 × 10^−6^	*Bmp2, Ccn3, Cdkn1a, Cpt1a, Egr1, Egr2, Fcer2, Fcgr2a, Fos, Fosl2*
IKBKG	−0.42	kinase	1.97	3.25 × 10^−4^	*Bmp2, Cebpb, Fcer2, Fos, Hla-A, Mt1, Mt2, Ogn*
NTRK1	0.38	kinase	1.96	1.88 × 10^−4^	*Cdkn1a, Egr1, Fos, Nr4a1*

## Data Availability

The RNA sequencing data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [115] and are accessible through GEO Series accession number GSE202012 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202012, accessed on 23 May 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11111784/s1, Supplementary File S1: IPA input list, Supplementary File S2: IPA output − RGC − OHT vs. SHAM. Supplementary File S3: IPA output − COLLICULUS − OHT + DREADD vs. OHT. Supplementary File S4: IPA output − RGC − OHT + DREADD vs. OHT. Supplementary File S5: Shared DEGs between OHT vs. SHAM and OHT + DREADD vs. OHT. Supplementary File S6: Metric of in vivo data.

How the deposited data were processed for this re-analysis (not part of the article)

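The data were bulk RNA sequencing of sorted RGCs and of superior colliculi of the same 4 groups, “SHAM”, “OHT”, “SHAM + DREADD” and “OHT + DREADD”, with 41 samples per tissue. According to the paper and the processing notes of the submitters, the authors checked the reads with FastQC 0.11.7, removed adapters, aligned the reads to mm10 with HISAT2 under default settings, handled alignments with SAMtools 1.5 and quantified them per gene with HTSeq 2.7.14, after discarding reads with several alignments. The deposited values are raw counts of reads per Ensembl gene, 1 count table per tissue, with no normalization by the authors. The values are whole numbers and were checked on the tables. The annotation release and the strand setting that the authors used are not stated. For their own tests the authors name edgeR 3.14 and no normalization, dispersion or test.

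Groups were taken from the sample labels. One “SHAM” colliculus, replicate 1, has a label in one record that conflicts with another, and results were also computed without it. The tables held 43629 gene identifiers, of which 42462 had a symbol in GENCODE M21, and coordinates are those of mm10. Counts in genes ranged over the libraries as given in the passages, with a median of 5107338 in RGCs and 2926193 in colliculi. Genes detected per library numbered 13210 to 15455 and 16691 to 18465. The gene with the most counts took at most 6.34% of an RGC library and 9.73% of a collicular library. No library was a near-duplicate of another.

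Each comparison used the samples of its 2 groups alone, in R 4.3.3 with edgeR 4.0.16. Genes with more than 5 reads in at least 2 of these samples were kept, which is the filter of the paper. TMM factors, estimateDisp, glmQLFit and glmQLFTest were applied, and p-values were adjusted after Benjamini and Hochberg. DEGs had an adjusted p of at most 0.1 and a log2 fold change of at least 1.3 in size in RGCs or 0.5 in colliculi, the thresholds of the paper. The standard error printed beside a log2 fold change is its size divided by the square root of the F value. Levels in CPM use the TMM factors and are given as mean ± SD over samples. For a gene with 0 counts in one group, the counts and libraries are given in place of a fold change. The test was tried on simulated data, in which changed genes were drawn from those with higher counts. It recovered 61%, 53% and 48% of genes with a log2 change of 1.5 in the RGC comparisons of OHT, of stimulation with OHT and of stimulation without OHT. In the colliculi it recovered 92.5%, 95.5% and 97.0% of genes with a change of 1, but 40.3%, 32.8% and 35.8% of those with a change of 0.5, the threshold there. It called 50, 52 and 56 unchanged genes in the RGC simulations and 6, 15 and 7 in the collicular ones. Many genes were changed at once in these simulations, which loosens the cut on the adjusted p. Where fewer genes change, recovery can be lower.

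The interaction of OHT and stimulation was tested in all 4 groups of a tissue. In all, 28 lists of genes were written from general knowledge, and each was tested with camera of limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with fry. The number of list members that pass when p-values are adjusted over the list alone, at 0.1, is given as well. Lists of genes that the paper names were chosen by the paper on these samples. Genes named in the text are those that the paper's results name, per comparison the 10 called genes of lowest p in each direction, where predicted genes and pseudogenes are only counted, the 5 genes of lowest p as not called where fewer than 5 were called, and up to 4 members of lowest p of each list. Sex genes are reported as a group, by whether *Xist* exceeded 4 Y-linked genes. The values in the paper's tables had been seen when this rule was written. Other genes were singled out after their values were seen. Some genes that this rule covers are not reported here.

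Alternatives were RLE factors, other filters, the likelihood ratio and exact tests of edgeR, DESeq2 1.42.0, limma-voom with quality weights, robust quasi-likelihood, 1 fit of all 4 groups, the replicate number as a block, sex as a covariate, an adjusted p of 0.05, other prior counts beside the standard of 2, and leaving out each library. Further settings were chosen after seeing the data, and the closing section names them. Group labels were also permuted 100 times per comparison, and 100 unchanged groups were simulated for the reversal of log2 fold changes. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The pathway and upstream regulator predictions of the paper were not repeated, since the commercial tool behind them was not at hand.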

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

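No test in this part was chosen only after the result was seen. Of 180 measures compared among the 10 samples of a group with Dixon's test, 27 held a sample far from the others, where 9 are expected by chance. The “OHT” groups, with 11 samples per tissue, were not compared in this way. Values are mean log2 CPM of a list unless stated.

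In the RGCs, “SHAM + DREADD” replicate 8 stood far from the others in 9 measures: higher rod markers (11.3, others up to 9.67), Müller glia markers (8.48), microglia markers (1.27), endothelial markers (1.87), mural and meningeal markers (0.93), blood cell markers (3.17) and number of genes detected (15455, others up to 14328), and lower amacrine cell markers (3.26, others from 5.45) and collicular neuron markers (4.35). “OHT + DREADD” replicate 8 had higher Müller glia (8.64) and microglia markers (1.85) and lower amacrine cell markers (3.35), and “OHT + DREADD” replicate 1 higher growth factor receptors (2.59). “SHAM + DREADD” replicate 3 was low for IEGs (0.61, others from 1.18) and dissociation stress genes (3.23), and replicate 10 was high for glucocorticoid-responsive genes (2.885). “SHAM” replicate 2 was high for oligodendrocyte markers (0.57).

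In the colliculi, “OHT + DREADD” replicate 10 had the lowest total of counts (1766207, others from 2615736) and of genes detected (16691) and the highest level of apoptosis genes (4.56), inflammation genes (5.47, others up to 4.54), reactive astrocyte genes (5.58) and microglia markers (6.33). “OHT + DREADD” replicate 9 was low for IEGs (3.43, others from 3.61), “SHAM” replicate 7 low for axon growth genes (5.57), “SHAM + DREADD” replicate 8 high for growth factor receptors (4.23) and replicate 6 high for bipolar cell markers (1.81).

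The response to stimulation differed between mice with and without OHT for 468 genes in the RGCs (262 higher and 206 lower of 19234). The likelihood ratio test called 10, filterByExpr 5 and the replicate block 3, and with sex as a covariate there were 421, of which 145 were higher and 276 lower. For the 468, permuted labels gave a count as large in 66 of 100 splits, the real one included, and up to 990 genes, so chance is not excluded. In the colliculi it differed for 7 genes, where permuted labels gave at most 1 (1 of 100 splits as large, the real one), so chance is excluded for this count. The likelihood ratio test called 42 there and the replicate block 16, while filterByExpr and sex as a covariate gave 3 each. The 7 were 4 higher and 3 lower, and with sex as a covariate 0 were higher and 3 lower. The groups differ in sex, so the 7 are not a measure of OHT and stimulation alone. As lists, the glucocorticoid-responsive genes, the STAT3 targets and the Müller glia markers responded differently in the RGCs (camera adjusted p = 0.034 each). With an estimated correlation the adjusted p was 0.52, 0.52 and 0.56. In the colliculi, so did amacrine cell markers (0.032), collicular neuron markers (0.0074), endothelial markers (0.057) and blood cell markers (0.0074), with adjusted p = 0.47, 0.39, 0.39 and 0.39 with an estimated correlation.

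The paper's text gives no number of DEGs for 3 comparisons. In RGCs of “SHAM + DREADD” vs. “SHAM”, edgeR's quasi-likelihood test called 2 genes, both Y-linked. The groups differ in sex, with *Xist* above the Y-linked genes in 10 of 10 against 2 of 10 retinas. With sex as a covariate 0 genes were called, so the 2 go with sex and are no measure of stimulation. As a count alone, 2 does not exclude chance (13 of 100 splits as large, up to 19 genes, which points to a structure of the samples). Without “SHAM + DREADD” replicate 7 the test called 4. In the colliculi of “OHT” vs. “SHAM” it called 3, and 4 of 100 splits called as many or more, which is under the limit set for chance. Yet 1 split called 94 genes, which points to a structure of the samples. All 3 called genes were pseudogenes, among them *Rps3a3* and *Gm11942*, for which a strain or donor variant is a candidate below. The count is therefore no evidence of an effect of OHT. In the colliculi of “SHAM + DREADD” vs. “SHAM” the test called 13, where other splits gave at most 9, and chance is excluded (1 of 100 splits as large, the real one). These groups also differ in sex, with *Xist* above the Y-linked genes in 10 of 10 against 2 of 10 mice, and all 5 lower genes were Y-linked. With sex as a covariate 2 genes were called, so the 13 are not a measure of stimulation alone. Without “SHAM” replicate 6 the count of 13 became 20.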

How the results depend on the processing

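Results were compared under 23 settings and by leaving out single libraries. Of the settings, the upper-quartile setting, the *Rps3a3* covariate, the leaving out of “OHT + DREADD” replicates 2, 9 and 10 or “SHAM” replicates 3 and 4, and the block for gene lists were chosen after seeing the data. Of the values under alternatives, 606 kept their direction and their side of the threshold, 115 were weaker, 65 stronger, 5 moved and 10 reversed. Where a value changed, the cause was not tested, unless the setting tests fewer genes or samples. DEG counts are given in the order RGC and then collicular comparisons, with 12, 15 and 2 in RGCs upon OHT, stimulation with OHT and stimulation without OHT, and 3, 15 and 13 in colliculi. At this depth part of the simulated changes stayed undetected in both tissues.

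RLE factors left each count within 1.5 times of its value. DESeq2 gave 4 RGC DEGs upon OHT, 6 upon stimulation without OHT and 28 collicular DEGs upon stimulation with OHT. The likelihood ratio test gave 31 and 8 RGC DEGs upon stimulation with and without OHT, 35 and 33 in the colliculi, and 10 RGC and 42 collicular interaction genes, and the exact test 28, 6, 33 and 28 DEGs. Limma-voom gave 0 RGC DEGs upon OHT and 1 upon stimulation, and robust quasi-likelihood 1, 0 and, in the “OHT” colliculi, 0. With filterByExpr, which tests fewer genes, RGC DEGs were 0, 3 and 0, collicular DEGs upon stimulation 9 and 7, interaction genes 5 and 3, gene lists of RGC “OHT” 1 and the reversal correlation -0.42. With no filter beyond 1 count they were 3089, 2293 and 2905 in RGCs and 20 in the “SHAM + DREADD” colliculi. All 4 groups in 1 fit gave 6 RGC DEGs without OHT and 33 collicular DEGs with OHT. An adjusted p of 0.05 left 4 RGC DEGs upon stimulation.

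With sex as a covariate, RGC DEGs were 6, 35 and 0, collicular DEGs upon stimulation 120 and 2, and collicular interaction genes 3, and *Stat5b* upon stimulation was -0.13. With an estimated correlation the lists called were 0 (of 7), 0 (of 1), 0 (of 6), 5 (of 12) and 2 (of 15), from RGC stimulation with and without OHT to collicular OHT and stimulation with and without OHT. The reversal correlation of -0.44 was -0.45 and -0.42 at prior counts of 0.5 and 5, -0.96 over the genes of Supplementary File S5 and -0.019 with split “OHT” libraries.

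Of the settings chosen after seeing the data, the upper-quartile setting with tagwise dispersions gave 516, 470 and 479 RGC DEGs and 15, 66 and 66 collicular DEGs. Without “OHT + DREADD” replicates 2, 9 and 10 there was 1 RGC DEG upon stimulation and 2 gene lists, and without “SHAM” replicates 3 and 4 there were 3 RGC DEGs upon OHT. With the *Rps3a3* level as a covariate RGC DEGs were 1, 0 and 6 and collicular ones 1 and 2 for OHT and stimulation with OHT, *Hipk1* and *Rps3a3* upon OHT in RGCs were -0.039 and -0.34, *Rps3a3* upon stimulation in colliculi was 0.0077, and in RGCs *S100a4* was 0.32, *Hipk1* 0.12, *Stat5b* -0.22, *Prima1* 0.019 and *Il22* 0.84. The covariate takes out the change of *Rps3a3* itself by construction, so the values of *Rps3a3* under it carry no information.

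Leaving out 1 library gave 7 to 12, 4 to 21 and 2 to 4 RGC DEGs and 2 to 4, 12 to 24 and 12 to 20 collicular DEGs.

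The replicate numbers do not pair the samples, since 0, 0, 0, 2, 3 and 1 of 10 pairs correlated over 0.1, and at most 2 of 10 samples correlated best with their own number. As a replicate block they gave 6 and 7 RGC DEGs upon OHT and upon stimulation without OHT, 28 collicular DEGs upon stimulation with OHT, 3 RGC and 16 collicular interaction genes, 1 RGC and 3 collicular gene lists upon OHT, and -0.11 for *Stat5b* upon stimulation.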

Differences from the paper's values

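The setting with upper-quartile factors was chosen only after the values were seen. The paper gives 505 DEGs for “OHT” vs. “SHAM” RGCs and 475 for “OHT + DREADD” vs. “OHT” RGCs, and here 12 and 15 passed the paper's thresholds. The paper gives 90 for “OHT + DREADD” vs. “OHT” colliculi, and here 15 passed. Of the paper's 505, 478 were tested here, with the same sign in each and 11 called. Of its 475, all 475 were tested, with the same sign and 15 called, and of its 90, 89 were tested, with the same sign and 15 called. The log2 fold changes correlated across these genes at 0.999, 0.990 and 0.989. The genes in the paper's RGC lists were seen in a median of 3 and 4 of 21 libraries, with 29 and 33 counts in all, and those in its collicular list in 21 of 21, with 284 counts.

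Of the alternatives set before the data were examined, none brought the RGC counts within 1.5 times of the paper's, with 0 to 14 and 3089 genes upon OHT and 0 to 35 and 2293 upon stimulation, the highest each without a filter. For the colliculi, sex as a covariate gave 120, within 1.5 times of the paper's 90, and called 41 of the 90, and the others, with 9 to 35, did not reach it. A setting chosen after seeing the values, upper-quartile factors with tagwise dispersions shrunk to 1 common value and a likelihood ratio test, gave 516, 470 and 66. It drops 49 of the paper's 505, 72 of its 475 and 38 of its 90. It was found by comparing 20 combinations of normalization and test with Supplementary File S1, where its values lie nearest in “SHAM + DREADD” vs. “SHAM”, with a largest log2 difference of 0.006 in the RGCs and 0 in the colliculi, over the 1855 and 1823 genes compared. Of the rows of its overview sheet, 1999 were read and 18187 were not used here. In the comparisons with “OHT” it does not return the paper's values, and the number of genes listed there differs from that tested here, with 17594 against 17491 and 16994 against 17160 in the RGCs.

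The paper lists 94 genes as called in opposite directions in both RGC comparisons, and here 2 were. None of the alternatives set before the data were examined has a value for this count, and the setting chosen after seeing the values gave 100, of which 83 are among the 94, so that it drops 11. The paper gives 16.9 M reads per RGC sample and 6.6 M per collicular sample, before alignment, and the counts in genes averaged 5.02 M and 2.94 M. No alternative applies to them.

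Of the genes that the paper names as DEGs in the RGCs upon OHT, *Hipk1* was called here, and *Il12b*, *Cd274*, *Pik3cg*, *Tmem173*, *Acvr1c*, *Glipr2*, *Fosl2*, *Il10ra*, *Igfbpl1*, *Prima1*, *Lyn*, *Itga1*, *Ppp1r14b* and *Ifi204* were called only by the setting chosen after seeing the values. *Csf2rb* and *Islr* were not tested. Upon stimulation, *Egr1*, *Nr4a1*, *Cdkn1a* and *Hipk1* were called, *Fos* was not called here but by the likelihood ratio test, DESeq2, sex as a covariate and the setting chosen after seeing the values, and *S100a4*, *Il17ra*, *Bard1*, *Bmp2*, *Glipr2*, *Igfbpl1*, *Islr*, *Egr2*, *Prima1*, *Cebpb* and *Ppp1r14b* only by the setting chosen after seeing the values. *Stat5a*, *Il20ra*, *Egfr*, *Fosl2* and *Il22* were called by none of the settings run for single genes, and *Il17a* was listed at 0. In the colliculi, *Fosb*, *Fos*, *Fosl2*, *Nr4a1* and *Egr1* were called, and *Junb*, *Jun* and *Egr2* were not.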

Other observations

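The tests of a stress hormone response, of a strain or donor variant, of ocular hypertension as the source of high *Rps3a3* and of the upper-quartile setting were chosen only after the result was seen, and so was the present reading of the test of cells of other types. In “SHAM + DREADD” vs. “SHAM” colliculi, 14 of 15 microglia markers were higher, 0 was called and 9 passed when adjusted over the list alone (camera, adjusted p = 6.7e-05, and adjusted p = 0.25 with an estimated correlation). *Tmem119*, of resident microglia, stood at 0.42 (standard error 0.15, adjusted p = 0.36) and *Ctss*, of a lysosomal protease, at 0.29 (standard error 0.11, adjusted p = 0.40). *Ermn*, of myelinating oligodendrocytes, stood at 0.43 (standard error 0.088, adjusted p = 0.030), below the threshold on the fold change. *Bdnf* was 63.3 ± 6.91 CPM (SD, n = 10) against 50.8 ± 7.69 CPM (SD, n = 10), at 0.32 (standard error 0.087, adjusted p = 0.25), and passed over the 26 growth factor ligands alone. All these differ in sex as well, since 10 of 10 “SHAM + DREADD” and 2 of 10 “SHAM” mice had *Xist* above the Y-linked genes.

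In “OHT + DREADD” vs. “OHT” colliculi, 22 of 23 inflammation genes were higher, 0 was called and 1 passed over the list alone (camera, adjusted p = 1.4e-04, and adjusted p = 0.45 with an estimated correlation), and all 19 glucocorticoid-responsive genes were higher, of which 10 passed over the list alone (adjusted p = 5.4e-07, and adjusted p = 0.28 with an estimated correlation). In the inflammation list “OHT + DREADD” replicate 10 stood apart, at a mean log2 CPM of 5.47 with the others of its group up to 4.54. *Cdkn1a* stood at 0.76 (standard error 0.27, adjusted p = 0.55) in these colliculi. In “SHAM + DREADD” vs. “SHAM” RGCs, *Rps3a3* stood at 5.04 (standard error 1.08, adjusted p = 0.16), followed among the higher genes by *Kdm5c*, *Mir27b*, *Ak8* and *Lncpint*, and the lower genes of lowest p beside Y-linked and predicted genes were *Crygb*, *Gpc2*, *Calcr*, *Pnma3* and *Zpbp* (adjusted p = 0.26 each), none of which passed.

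IEGs were highest in the RGCs of 3 “OHT + DREADD” retinas, replicates 2, 9 and 10. Stress of retinal dissociation would raise heat shock genes. The median log2 fold change of 7 of them was 0.025, between -0.021 and 0.11 without any 1 library, which argues against such a stress over the group as a whole. The 3 retinas were not tested apart for it, so it stays open for them. Of all 19 dissociation stress genes, which include IEGs, 17 were higher, 1 was called and 6 passed over the list alone. Cells of other types in the sort stay open. The highest median of their marker lists was 0.78, below the bound of 1 set beforehand, but 2 of 14 such lists were called higher, 1 reached 0.96 without 1 library, and high baselines of rod and glial markers in all groups would hide a small share, so the bound was set aside after the result was seen. A systemic stress hormone response of some mice is a candidate explanation, since 14 glucocorticoid-responsive genes had a median of 0.58 in the “OHT + DREADD” colliculi, but with an estimated correlation p was 0.10, and collicular stimulation itself was not separated from it. In the RGCs the mean of these genes put replicates 2, 9 and 10 at ranks 1, 3 and 6 of 10 and replicate 1 at rank 2. In the colliculi it put those numbered 2, 9 and 10 at ranks 2, 3 and 4 and number 1 at rank 1, so it followed the RGC IEGs in part.

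Opposite log2 fold changes of the 2 RGC comparisons may come from the “OHT” libraries that both use. With these libraries split, the median correlation was -0.019, near the 0 that this explanation needs, while the observed covariance of -0.0963 lay at the lower end of that of simulated unchanged groups, whose lowest 5% ended at -0.0963. Against shared libraries alone, 214 genes had an unadjusted p under 0.05 in opposite directions where simulated unchanged groups gave at most 209. Called were 2 where these gave at most 1, but *Rps3a3* was high in 6 of 11 “OHT” libraries, which both comparisons use. *Hipk1* lost both calls with the *Rps3a3* level as a covariate, so these 2 do not speak against shared libraries. With the upper-quartile setting 100 were called where these gave at most 34, but simulated groups call few genes there. Simulations of the 2 comparisons called 271 and 218 unchanged genes, and regrouped real libraries up to 662 and 536, so this count does not decide. For shared libraries alone, the observed correlation of -0.44 was weaker than all simulated ones (-0.49 to -0.46), and with the upper-quartile setting 280 genes had an unadjusted p under 0.05 in opposite directions, within the simulated range of up to 306. The values do not decide between shared libraries alone and an added reversal.

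High *Rps3a3* and *Gm11942* occurred in part of the libraries. Libraries of the same group and number in both tissues carried the same *Rps3a3* level in 38 of 41 cases, where permuted numbers gave at most 36, so a strain or donor variant against the reference is a candidate explanation. Ocular hypertension as the source is argued against by 3 “SHAM + DREADD” colliculi with a high level, and by 3 “OHT” colliculi with a low one. A full exchange of reads with the parent gene *Rps3a1* is argued against by a slope of -0.18 (95% confidence interval -0.29 to -0.073) of *Rps3a1* on *Rps3a3* in the colliculi, since it needs -1. In the RGCs the slope was -0.20 (-0.68 to 0.27). A partial exchange is not excluded. Sharing with other copies was not tested.

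With permuted group labels, chance is excluded for the 15 collicular DEGs upon stimulation with OHT (at most 2 in other splits, 1 of 100 as large, the real one). The 15 RGC DEGs of that comparison met the same limit (3 of 100 as large), but 1 split called 40, which points to a structure of the samples. Without “OHT + DREADD” replicates 2, 9 and 10, 1 RGC gene was called. Chance is not excluded for the 12 RGC DEGs upon OHT (up to 23, 5 of 100). For the number of gene lists called, the 15 of the “SHAM + DREADD” colliculi met the limit (4 of 100). Other splits called up to 16, and the groups also differ in sex. Chance is not excluded for 7 lists in RGCs upon stimulation (up to 12, 18 of 100) and 1 upon stimulation without OHT (up to 14, 76 of 100). In colliculi it is not excluded for 12 upon stimulation with OHT (up to 16, 11 of 100) and 6 upon OHT (up to 17, 37 of 100). For the 0 lists in RGCs upon OHT (up to 14, 100 of 100) every split calls as many, so the test says nothing. The correlation of 0.0949 between the collicular responses is not excluded as chance (up to 0.202, 12 of 100).

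With the upper-quartile setting, the 66 collicular genes upon stimulation with OHT met the limit set for chance (4 of 100 as large). Other splits called up to 83, and the setting was chosen after seeing the data, so chance is not firmly excluded. Chance is not excluded for 470 RGC genes upon stimulation with OHT (up to 536, 7 of 100), 516 upon OHT (up to 662, 25 of 100) and 479 upon stimulation without OHT (up to 722, 50 of 100). In the colliculi it is not excluded for 15 upon OHT (up to 330, 12 of 100, a structure of the samples) and 66 upon stimulation without OHT (up to 118, 5 of 100).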
